# Hypertension reduces soluble guanylyl cyclase expression in the mouse aorta via the Notch signaling pathway

**DOI:** 10.1038/s41598-017-01392-1

**Published:** 2017-05-02

**Authors:** Catarina Rippe, Baoyi Zhu, Katarzyna K. Krawczyk, Ed. Van Bavel, Sebastian Albinsson, Jonas Sjölund, Erik N. T. P. Bakker, Karl Swärd

## Abstract

Hypertension is a dominating risk factor for cardiovascular disease. To characterize the genomic response to hypertension, we administered vehicle or angiotensin II to mice and performed gene expression analyses. AngII treatment resulted in a robust increase in blood pressure and altered expression of 235 genes in the aorta, including *Gucy1a3* and *Gucy1b3* which encode subunits of soluble guanylyl cyclase (sGC). Western blotting and immunohistochemistry confirmed repression of sGC associated with curtailed relaxation via sGC activation. Analysis of transcription factor binding motifs in promoters of differentially expressed genes identified enrichment of motifs for RBPJ, a component of the Notch signaling pathway, and the Notch coactivators FRYL and MAML2 were reduced. Gain and loss of function experiments demonstrated that JAG/NOTCH signaling controls sGC expression together with MAML2 and FRYL. Reduced expression of sGC, correlating with differential expression of MAML2, in stroke prone and spontaneously hypertensive rats was also seen, and RNA-Seq data demonstrated correlations between *JAG1*, *NOTCH3*, *MAML2* and *FRYL* and the sGC subunits *GUCY1A3* and *GUCY1B3* in human coronary artery. Notch signaling thus provides a constitutive drive on expression of the major nitric oxide receptor (GUCY1A3/GUCY1B3) in arteries from mice, rats, and humans, and this control mechanism is disturbed in hypertension.

## Introduction

Despite a broad repertoire of pharmacological therapies to normalize an elevated blood pressure, hypertension currently represents the most prevalent risk factor for cardiovascular morbidity and mortality worldwide. Hypertension accelerates vascular retention of atherogenic lipoproteins^1^ and promotes inflammation^2^, but it also impairs nitric oxide (NO) mediated vasodilatation^3^. Disruption of NO-mediated vasodilatation is detrimental for blood flow regulation^4^ and is considered to represent a long-term pathogenic mechanism for several clinical manifestations, such as stroke and myocardial infarction, of a chronically raised blood pressure^3, 5^. Reduction of NO-dependent vasodilatation in hypertension is due in part to a reduction of the protein level of soluble guanylyl cyclase (sGC)^6, 7^, the major NO receptor in the vascular wall.

sGC is a protein complex consisting of two subunits derived from the genes *GUCY1A3* and *GUCY1B3*, that generates cyclic GMP in response to NO in vascular smooth muscle cells^8^. Genetic studies have demonstrated that intronic sequence variants in *GUCY1A3* associate with hypertension^9^ and coronary heart disease^10^, underscoring the relevance of sGC both as a cause and as an effector of cardiovascular disease. Familial mutations in *GUCY1A3* moreover predispose for myocardial infarction^11^ and brain vasculopathy^12^. Transcriptional control mechanisms for *GUCY1A3* and *GUCY1B3* therefore represent a medically prioritized area of investigation that may uncover novel targets for therapy of cardiovascular disease.

A breakthrough was recently made in regard to transcriptional regulation of sGC when it was shown that *Gucy1a3* and *Gucy1b3* are controlled by conserved binding motifs for RBPJ, a core component of the Notch signaling pathway, during cardiac valve development^13^. The Notch signaling pathway is activated by cell surface receptors (NOTCH1-4) that are responding to cell attached ligands (JAG1, JAG2, DLL1, DLL3 and DLL4), and this results in the release of the intracellular domain of the receptor through γ-secretase-dependent cleavage^14^. The intracellular domain of the receptor then enters the nucleus where it activates transcription together with RBPJ and numerous coactivators, including proteins from the mastermind like (MAML) coactivator family and others, such as FRYL^15^. Notch signaling is known to play a fundamental role in vascular development^16^, and a regulatory role of NOTCH in the blood vessel wall beyond embryonic development is indicated by the fact that postnatal deletion of RBPJ in smooth muscle causes profound structural and molecular changes^17^.

In the current study we surveyed the impact of hypertension on gene activity in the mouse aorta and demonstrate compelling repression of the sGC subunits GUCY1A3 and GUCY1B3. Bioinformatic analyses pointed to the involvement of RBPJ-binding motifs, and we therefore addressed the hypothesis that Notch signaling controls the expression of sGC in vascular smooth muscle. Using both gain and loss of function approaches we demonstrate that Notch signaling represents a powerful control mechanism for sGC expression in mouse and human vascular smooth muscle cells.

## Results

To uncover pathogenic mechanisms of hypertension in the vessel wall, we treated mice with Angiotensin II (AngII) or vehicle (physiological saline, NaCl) for three weeks followed by microarray analysis of mRNAs. 

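RNA from the aorta of 7 vehicle-infused and 8 AngII-infused mice was measured on Affymetrix arrays, 1 array per mouse. The mice were 2 months old, and the pumps delivered AngII at 1 µg/kg/min or saline for 3 weeks. The paper's methods and the sample labels name different RNA extraction kits and write the mouse strain differently. The authors corrected the background, normalized between arrays and summarized each probe set by robust multiarray analysis (RMA) in Expression Console, and deposited the result as log2 intensities. The deposited table holds 15095 probe sets, of which 13403 carry 1 gene symbol, 952 carry several and 740 carry none here. The paper's text names no filter on probe sets, and none was applied. Each probe set was tested for AngII against vehicle with limma, with Benjamini-Hochberg adjustment over all probe sets and a threshold of 0.05. A gene with several probe sets was represented by the one with the highest mean over the arrays.
The array medians lay between 7.16 and 7.28 on the log2 scale, and pairs of arrays correlated at r between 0.925 and 0.985. On simulated arrays of the same size, with independent noise in each probe set, limma recovered 70% of the probe sets changed by 0.5 on the log2 scale and 96% of those changed by 1. Of its 200 calls there, 17 were of unchanged probe sets. Variation that probe sets share between arrays and a difference between series were not simulated, so these shares need not hold for the real arrays. The number of arrays limits the precision of each value. The names that the submitters gave to the samples fall into 2 series, A with 2 vehicle and 3 AngII arrays and B with 5 of each, and values within these series are given as a check for batches. AngII 8, AngII 5 and vehicle 1 correlated least with the other arrays, with a median r of 0.954, 0.959 and 0.959. The mean log2 signal of 12 adipocyte genes, among them Ucp1 and Adipoq, varied between arrays from 8.21 to 10.6. It was 9.39 ± 0.977 (SD, n = 7) in vehicle and 9.92 ± 0.707 (SD, n = 8) in AngII arrays (exact permutation test, p = 0.24).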

We isolated RNA from the aorta in view of the sensitivity of this artery to atherosclerosis and because of its large biomass compared to other arteries. 235 mRNAs were differentially expressed at Q = 0. 

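In the aorta of AngII-infused mice, 366 probe sets were higher and 439 were lower than in vehicle-infused mice, 805 in all. Among the higher ones were those of Thbs1, a matrix glycoprotein, of the MHC class II gene H2-Ab1 and of the macrophage gene Mpeg1. Among the lower ones were those of both subunits of soluble guanylyl cyclase, Gucy1a3 and Gucy1b3. The called probe sets carry 725 gene symbols, 332 of them higher and 393 lower. More than 2-fold changes were found for 37 probe sets, 29 higher and 8 lower. Significance analysis of microarrays (SAM), run here with 100 permutations, gave 227 probe sets at Q = 0, of which 127 were higher and 100 lower, and limma called each of them.
The series themselves differed, with 461 probe sets called for the series in a fit with the group (2431 at an unadjusted p under 0.05). The limma calls numbered 1003 with the naming series as a block, 373 in series B alone and 8 in series A alone. Leaving out a single array gave 406 calls without vehicle 2, 477 without vehicle 4, 344 without vehicle 5, 477 without vehicle 7, 488 without AngII 5 and 531 without AngII 7, while the lower probe sets alone numbered 689 without AngII 6 and 263 without AngII 8. With the mean of the adipocyte genes as a covariate 433 probe sets were called, and without the 3 arrays that correlated least with the others 531 were called.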

Figure 1A and B show the most highly induced and most highly repressed mRNAs. These mRNAs give rise to matrix constituents, membrane receptors, channel interacting proteins and signaling molecules. 

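Thbs1, Igfbp2 and Col8a1 rose most among the probe sets with 1 symbol, and those of Olfr224, 2900055J20Rik and Itih4 fell most. Thbs1, thrombospondin 1, was at a log2 signal of 8.48 ± 0.525 (SD, n = 7) in vehicle and 10.25 ± 0.419 (SD, n = 8) in AngII arrays. Its log2 fold change was 1.77 (standard error 0.22, adjusted p = 0.00111 from limma). Every AngII array was above every vehicle array for Thbs1 (exact permutation test, p = 0.000155, the smallest p that 7 arrays against 8 allow). Igfbp2, which binds insulin-like growth factors, changed by 1.69 and Col8a1, a network-forming collagen, by 1.56 on the log2 scale. The antigen presentation genes H2-Ab1 and H2-Aa changed by 1.54 and 1.39 and the chemokine Ccl8 by 1.33, and the macrophage gene Mpeg1 was 2.82-fold higher. The endothelial proteoglycan Esm1 changed by 1.34, the cartilage matrix gene Comp by 1.24 and the activin antagonist Fst by 1.24.
Olfr224, an olfactory receptor gene, was at 7.45 ± 0.334 (SD, n = 7) in vehicle and 5.70 ± 0.903 (SD, n = 8) in AngII arrays. Its log2 fold change was -1.74 (standard error 0.325, adjusted p = 0.00853 from limma). The next log2 fold changes were -1.45 for 2900055J20Rik, -1.33 for Itih4, a serum inhibitor heavy chain, and -1.13 for Casq1, a calcium-binding protein of the sarcoplasmic reticulum. Kctd16, a GABA-B receptor subunit, of which the RefSeq table of the GRCm38.p6 assembly lists 2900055J20Rik as a synonym, changed by -1.10, Scube3, a secreted glycoprotein, by -1.07 and Sh3rf2 by -0.99. Another probe set of Scube3, with a mean log2 signal of 6.055, changed by -0.14 (adjusted p = 0.281 from limma). The netrin receptor Unc5c changed by -0.98, the channel-interacting protein Kcnip4 by -0.98 and Napepld by -0.96. Lepr, the leptin receptor, and Lrrc17 both changed by -0.92.
The limma call of Napepld ended (adjusted p from 0.0522 to 0.0804) when vehicle 2, 3, 4 or 5 or AngII 1, 5, 7 or 8 was left out, and with the adipocyte mean as a covariate (-0.85, adjusted p = 0.0726). In naming series B alone the limma calls of Olfr224, Kctd16, Casq1, Unc5c, Napepld and Kcnip4 ended (adjusted p from 0.0529 to 0.0819), with log2 fold changes of -1.56, -1.17, -1.16, -1.08, -1.10 and -1.02.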

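Some genes of the extracellular matrix were higher in AngII-infused aortae, and some genes of ion channels and calcium handling were lower. Of 41 measured matrix genes, 11 were higher and none was lower at an adjusted p under 0.05 from limma (27 higher and 1 lower when adjusted over the list alone). Besides Thbs1 and Col8a1 they include Comp and Timp1, an inhibitor of matrix metalloproteinases, whose log2 fold change was 1.20. With the correlation between genes preset at 0.01, the matrix list stood above the other genes (limma's camera, adjusted p = 6.72e-16), but not with an estimated correlation (adjusted p = 0.153). Tested against no change, without regard to the other genes, the matrix list was higher (limma's fry, adjusted p = 0.00392). Of 19 measured genes of smooth muscle ion channels and calcium handling, 3 were lower and 1 was higher (8 lower and 1 higher when adjusted over the list alone). Cacnb2, a calcium channel subunit, changed by -0.66 on the log2 scale, the calcium pump Atp2a2 by -0.45 and the sulfonylurea receptor Abcc9 by -0.39. Atp2b1, a calcium pump of the plasma membrane, changed by 0.31. This list stood below the other genes at the preset correlation (limma's camera, adjusted p = 0.000615), but not with an estimated one (adjusted p = 0.307). Tested against no change, the list was lower (limma's fry, adjusted p = 0.0258). Its median log2 fold change was -0.286 beside -0.252 for 21 contractile smooth muscle genes, whose mean was lower as well (-0.261; exact permutation test, p = 0.0269). Among 13 genes of vasoactive receptors and the renin-angiotensin system limma called none (1 higher without AngII 6). Among 12 genes of the TGF-beta pathway it called Fst alone (4 higher when adjusted over the list alone; camera, adjusted p = 0.00692; adjusted p = 0.176 with an estimated correlation).
Of the matrix genes 5, and of the TGF-beta genes 2, are shown in the paper from these arrays. Of these, Inhba is shown only as a signal in vehicle arrays. The direction of the others is not independent evidence. Without AngII 6 the higher matrix genes numbered 21 and 1 was lower. Over the list alone the higher ones numbered 13 without vehicle 3, and none was lower without vehicle 3, 4, 5 or 7 or AngII 1, 2, 5 or 8. The number of lower channel genes was 5 without AngII 2 (5 over the list alone without vehicle 2 or 7). The higher TGF-beta genes numbered 2 without AngII 6, and over the list alone 2 without vehicle 1 or 3 and 1 without vehicle 7, with 1 lower without AngII 5 or 6. The limma call of Atp2b1 ended without any 1 of 12 arrays, all but vehicle 7, AngII 1 and AngII 6 (adjusted p from 0.0509 to 0.11), and that of Cacnb2 without vehicle 2 (adjusted p = 0.0562) or vehicle 5 (adjusted p = 0.06). Both calls also ended with the adipocyte mean as a covariate (0.31, adjusted p = 0.0799 and -0.56, adjusted p = 0.0528 from limma), and in naming series B those of Atp2b1 and Abcc9 ended (0.30, adjusted p = 0.14 and -0.47, adjusted p = 0.0502).

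**Figure D1:**
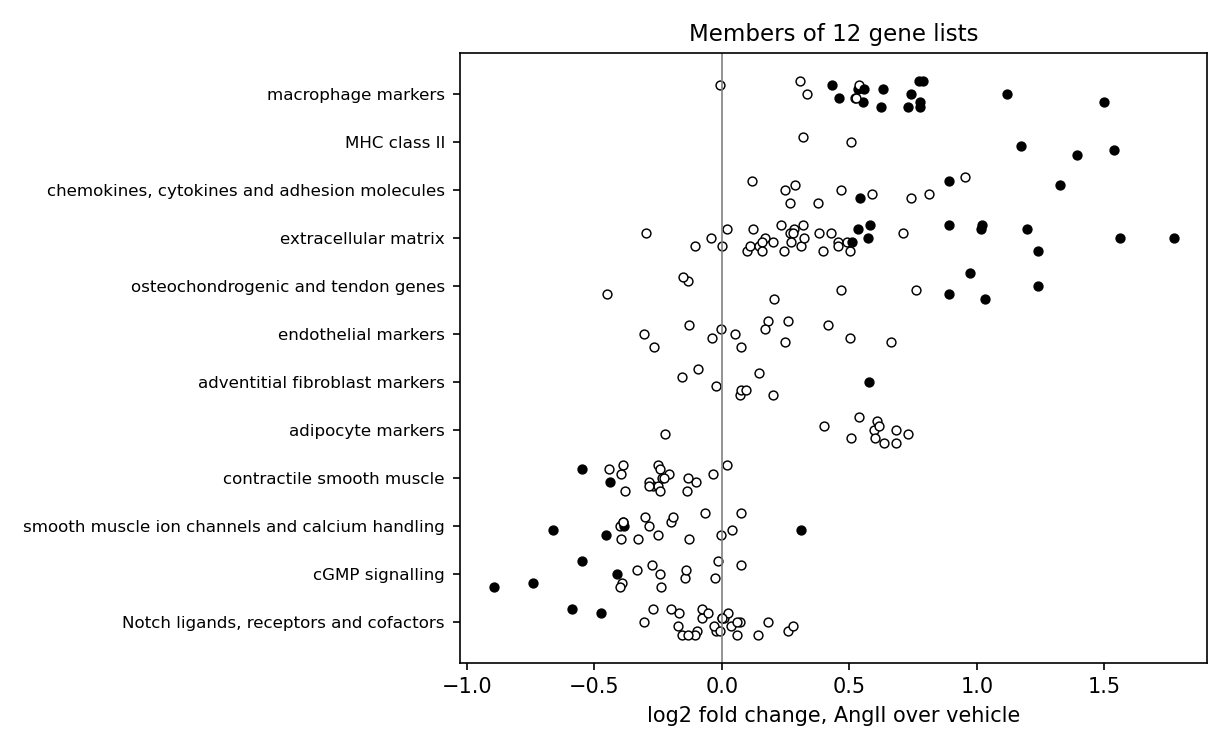
Log2 fold change, AngII over vehicle, of each measured member of 12 gene lists (1 point per gene; points are spread vertically within a list only to separate them). Filled points passed the limma test at an adjusted p under 0.05 over all probe sets: 11 of 41 matrix genes are filled, all to the right of 0.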

Based on predicted functional importance in the vascular wall, we chose 14 out of the 235 differentially expressed mRNAs for confirmation using qRT-PCR (Fig. 1C). 

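On the arrays, 13 of these genes were analysed here, of which 8 were higher and 4 were lower in AngII-infused aortae at an adjusted p under 0.05 from limma, and 1 did not pass the test. Esm1 and Timp1 changed most among the higher genes, by 1.34 and 1.20 on the log2 scale, and Gucy1a3 most among the lower ones. Tnmd, a marker of tendon cells, had a log2 fold change of 0.97 (standard error 0.187, adjusted p = 0.00966 from limma) and Srpx2 one of 0.85 (standard error 0.13, adjusted p = 0.00336). The protease gene Ctsk changed by 0.81, the macrophage marker Cd68 by 0.73, the cadherin Cdh11 by 0.68 and the small proteoglycan Aspn by 0.57. Phf20 changed by -0.26 (standard error 0.0518, adjusted p = 0.0122 from limma) and Pi15 by -0.74 (standard error 0.177, adjusted p = 0.0256). Myom1 had a log2 fold change of -0.48 (adjusted p = 0.0638 from limma). SAM at Q = 0 called 8 of the 13 genes.
The limma calls of Cd68 without vehicle 5 (adjusted p = 0.0509), of Pi15 without vehicle 2, 5 or 7 (0.0534 to 0.06), of Cdh11 without vehicle 3, 4, 5 or 7 or AngII 3 or 5 (0.0525 to 0.0684) and of Aspn without vehicle 2, 5 or 7 or AngII 4, 5, 7 or 8 (0.0585 to 0.081) ended. With the adipocyte mean as a covariate, those of Cdh11, Aspn and Pi15 ended as well, at log2 fold changes of 0.61, 0.53 and -0.62 (adjusted p = 0.0614, 0.0736 and 0.0542 from limma), and in naming series B that of Phf20 ended at -0.28 (adjusted p = 0.063).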

Changes in the same direction were seen throughout, and the data sets correlated significantly (P < 0.0001). 

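Both subunits of soluble guanylyl cyclase, the nitric oxide receptor of smooth muscle, were lower in the aorta of AngII-infused mice. Gucy1a3, the alpha subunit (Gucy1a1 in current annotation), was at a log2 signal of 10.99 ± 0.185 (SD, n = 7) in vehicle and 10.10 ± 0.394 (SD, n = 8) in AngII arrays, a change of -46.3%. Gucy1b3, the beta subunit (Gucy1b1), was at 10.51 ± 0.132 (SD, n = 7) in vehicle and 9.77 ± 0.425 (SD, n = 8) in AngII arrays, a change of -40.2%. The log2 fold change of Gucy1a3 was -0.90 (standard error 0.15, adjusted p = 0.00486 from limma), and that of Gucy1b3 was -0.74 (standard error 0.154, adjusted p = 0.0133 from limma). Exact permutation tests of the group means gave p = 0.000311 for Gucy1a3 and p = 0.000777 for Gucy1b3. Every AngII array was below every vehicle array for Gucy1a3. SAM gave Q = 0 for both genes. The 2 genes lie next to each other in the RefSeq table of the GRCm38.p6 assembly.
In naming series B (5 arrays of each group) Gucy1a3 changed by -0.99 (adjusted p = 0.0353 from limma) and Gucy1b3 by -0.92 (adjusted p = 0.0375). In series A they changed by -0.70 (adjusted p = 0.346 from limma) and -0.41 (adjusted p = 0.437). The difference between the series passed limma's test for neither subunit (adjusted p = 0.849 and 0.729 for the interaction).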

*Gucy1a3* and *Gucy1b3*, encoding subunits of soluble guanylyl cyclase, were repressed in the array experiment (Q = 0 for both) and in the confirmatory qRT-PCR experiment (P < 0.001 and P < 0.01, respectively, Fig. 1C). We next used western blotting (Fig. 1D) to examine changes at the protein level. GUCY1A3 and GUCY1B3 were reduced by 81 ± 3% (P < 0.001, Fig. 1D,E) and by 65 ± 8% (P < 0.01, Fig. 1D,F). Myomesin 1 (MYOM1) and Dermatopontin (DPT) were the only other targets among the nine chosen for western blotting that were significantly different at both the mRNA and at the protein level (Fig. 1C,D). 

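Dpt mRNA, which encodes the matrix protein dermatopontin, was higher in AngII-infused aortae, and Myom1 mRNA, which encodes a protein of the sarcomere's M band, did not pass the test over all probe sets. Dpt was at a log2 signal of 11.48 ± 0.177 (SD, n = 7) in vehicle and 12.02 ± 0.254 (SD, n = 8) in AngII arrays. Its log2 fold change was 0.54 (standard error 0.108, adjusted p = 0.0123 from limma; exact permutation test, p = 0.00155). Myom1 was at 10.77 ± 0.238 (SD, n = 7) in vehicle and 10.29 ± 0.351 (SD, n = 8) in AngII arrays, a log2 fold change of -0.48 (standard error 0.145, adjusted p = 0.0638 from limma). For Myom1 alone the exact permutation test gave p = 0.0101. In naming series B Dpt and Myom1 were tested on 5 arrays of each group, and Myom1 changed there by -0.69 (adjusted p = 0.044 from limma). Without vehicle 1, AngII 2 or AngII 6 limma called Myom1 as lower as well, with log2 fold changes of -0.53, -0.54 and -0.52 (adjusted p from 0.0329 to 0.044). It also called Myom1 with the naming series as a block (-0.50, adjusted p = 0.0397) and with array weights (-0.49, adjusted p = 0.0347).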

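Some other genes of cGMP signalling were lower along with the cyclase subunits in AngII-infused aortae. Of 15 measured genes of this pathway, 4 were lower and none was higher at an adjusted p under 0.05 from limma (8 lower when adjusted over the list alone). Besides the subunits these were Npr1, a natriuretic peptide receptor that makes cGMP, with a log2 fold change of -0.41, and Ppp1r12a, the targeting subunit of myosin phosphatase, with -0.55. Another probe set of Npr1, with a mean log2 signal of 6.206, changed by -0.08 (adjusted p = 0.406 from limma). The list stood below the other genes at the preset correlation (limma's camera, adjusted p = 2.57e-05), but not with an estimated one (adjusted p = 0.296). Tested against no change, the list was lower (limma's fry, adjusted p = 0.0165). Of its members, 2 are the subunits that the paper chose on these arrays.
Of 21 measured genes of contractile smooth muscle, 2 were lower and none was higher (9 lower when adjusted over the list alone). These were Itga8, an integrin, with a log2 fold change of -0.44 and Synpo2, an actin-binding protein, with -0.55, while Acta2 and Myh11 changed by -0.14 and -0.27 without passing the test. The contractile list stood below the other genes at the preset correlation as well (limma's camera, adjusted p = 4.81e-06). With the correlation estimated, at 0.674, it did not (adjusted p = 0.384). Nor did limma's fry, which tests a list against no change, call it (adjusted p = 0.0562). With the mean of the contractile genes as a covariate, Gucy1a3 changed by -0.56 (adjusted p = 0.0382 from limma) and Gucy1b3 by -0.37 (adjusted p = 0.0988).
The limma call of Itga8 held only without vehicle 1 or AngII 2, 4, 5 or 6 when arrays were left out in turn (adjusted p up to 0.0917), and that of Synpo2 only without vehicle 1 or AngII 1, 2 or 6 (adjusted p up to 0.0951). With the adipocyte mean as a covariate both calls ended, at -0.34 and -0.42 (adjusted p = 0.0744 and 0.0773 from limma), and in naming series B that of Itga8 ended at -0.57 (adjusted p = 0.0607). Within the groups the contractile mean ran against the adipocyte mean (r = -0.657, permutation p = 0.00774). The contractile genes called as lower numbered 6 without vehicle 1, 4 without AngII 2, 2 without AngII 1 or 6, 1 without AngII 4 or 5 and 0 without any other array, and over the list alone they numbered from 0 (without vehicle 5 or 7) to 15 (without AngII 2). From the lower mRNA on the arrays and by qRT-PCR and the lower protein on western blots, the paper concludes that the subunits are repressed in the hypertensive aorta.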

We concluded that subunits of the soluble guanylyl cyclase (sGC) are compellingly repressed in the hypertensive mouse aorta.

**Figure 1:**
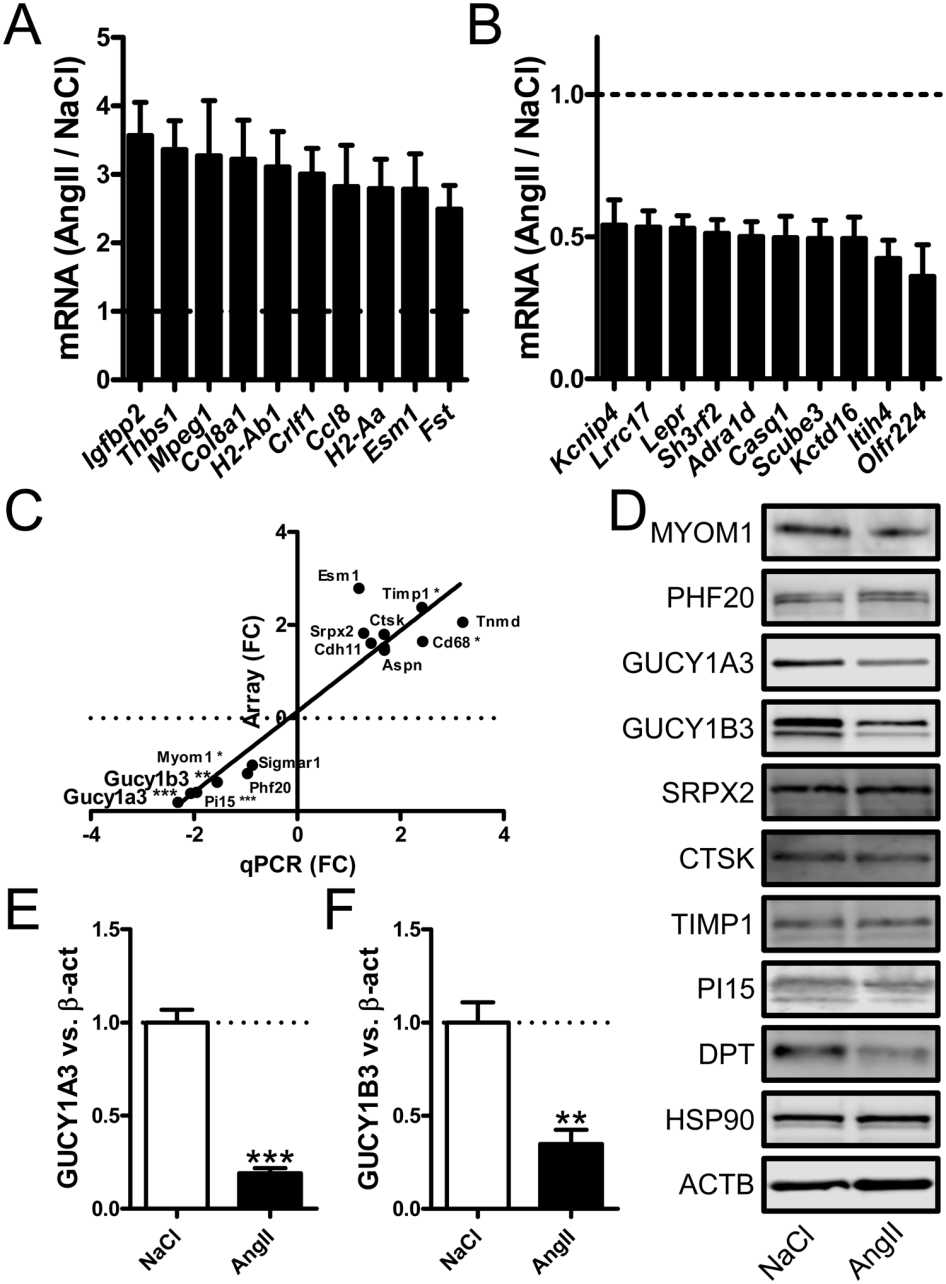
Differentially expressed mRNAs in the hypertensive aorta as determined by microarray analysis. To identify differentially expressed genes in the hypertensive arterial wall, we isolated the aorta from vehicle (physiological saline or NaCl, n = 7, mean arterial blood pressure (MAP): 103 ± 11 mmHg) and angiotensin II (AngII)-treated mice (n = 8, MAP: 186 ± 6 mmHg) and subjected the isolated RNA to microarray analysis. 235 genes were differentially expressed (SAM analysis, Q = 0). Panels A and B show the ten most upregulated and the ten most repressed mRNAs, respectively. All loading controls used herein for western blotting changed less than 10%, and non-significantly (Hsp90: q = 11; Gapdh: q = 51; Actb: q = 35), in the array experiment. 14 genes were chosen for confirmation by RT-qPCR in a material that included the original samples plus four samples in each group that were not included in the array experiment. Six of the mRNA changes, including those for *Gucy1a3* and *Gucy1b3* could be confirmed (*P < 0.05, **P < 0.01, P < 0.001). In panel C the fold change in the qRT-PCR experiment is plotted versus the fold change in the array experiment. A highly significant correlation (Spearman method, P < 0.0001) was seen. Western blotting was done in (**D**) using aortic protein lysates (n = 6/group) to assess changes for a selection of the genes in (**C)**. To allow for detection of multiple targets, membranes were cut horizontally above and below the known molecular weights and hence full lane blots are not available. Panels E and F show summarized data at the protein level for the subunits (GUCY1A3, GUCY1B3) of the soluble guanylyl cyclase (sGC).

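On the arrays the genes of the loading controls changed little under AngII, and limma called none of them. Gapdh, an enzyme of glycolysis, changed by 1.89% (95% interval -12.6% to 18.8%, adjusted p = 0.906 from limma) and Actb, cytoplasmic actin, by -5.22% (95% interval -16.6% to 7.70%, adjusted p = 0.644). Hsp90aa1, a chaperone, changed by -7.19% (95% interval -15.0% to 1.32%, adjusted p = 0.307 from limma). Hsp90ab1 was not analysed here. SAM gave q values of 100 for Gapdh, 35.0 for Actb and 15.2 for Hsp90aa1, in percent. The change of Gapdh was -1.26% after a further quantile normalization. Its 3 probe sets changed by 0.03, 0.00 and 0.11 on the log2 scale.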

The tissue distribution of sGC was next examined by immunohistochemistry. Reduced staining for GUCY1B3 (brown) was seen in the hypertensive aortic media (Fig. 2A versus B). To establish if repression of sGC has a functional impact we next mounted aortic rings from vehicle- and AngII-treated mice in wire myographs. Depolarization-induced contraction was reduced after AngII treatment (Fig. 2D), but α_1_-receptor-induced (cirazoline) contractility was unchanged (Fig. 2E). Relaxation of the latter contraction by BAY 41–2272, a direct activator of sGC, was reduced at all concentrations exceeding 3 nM (Fig. 2F). This demonstrates that sGC repression in the hypertensive aorta has direct functional consequences.

**Figure 2:**
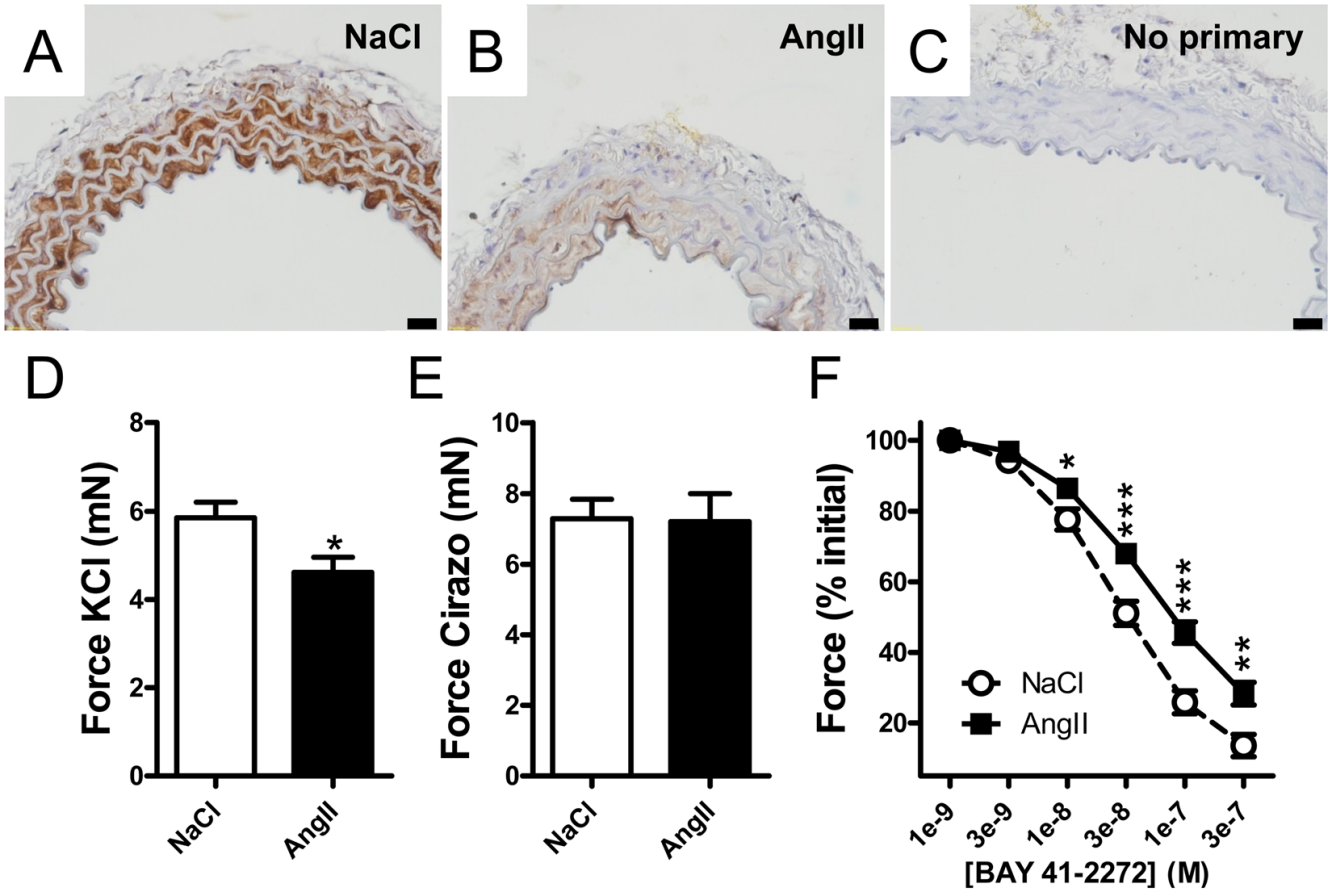
Reduced expression of sGC in the hypertensive aorta. The aorta from vehicle- and AngII-treated mice was isolated and fixed for immunohistochemistry. Panels A and B show staining for GUCY1B3 (brown) as indicated. Panel C represents a primary antibody omission control. Scale bars represent 20 µm. Aortae were also isolated and mounted for force measurements (n = 8/group) using wire myography. Depolarization-induced (60 mM KCl) contraction was reduced (**D**), but contraction in response to the α_1_-adrenergic agonist cirazoline was unchanged (**E**). In (**F)**, preparations were relaxed by sGC activation using BAY 41–2272 following pre-contraction with cirazoline. *P < 0.05, **P < 0.01, P < 0.001.

To decipher the molecular basis of reduced sGC expression, we next used a bioinformatical method that determines enrichment of binding motifs for transcription factors in the promoters of differentially expressed genes (i.e. the Q = 0 gene list from the microarrays). This analysis revealed significant (P < 0.05) enrichment of 81 binding motifs (not shown). RBPJ (P = 0.01 for motif enrichment), a core component of the Notch signaling pathway, caught our attention because prior work demonstrated that GUCY1A3 and GUCY1B3 are controlled by NOTCH in the context of cardiac valve development^13^. We therefore cross-referenced our gene list against proteins that interact with NOTCH as defined by mass spectrometry^15^. This analysis identified reduced expression of two coactivators that contribute to gene activation by NOTCH: FRYL (Q = 0, P = 1.4 × 10^−5^) and MAML2 (Q = 2.6, P = 0.02). 

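Fryl mRNA was lower in the aorta of AngII-infused mice, and Maml2 mRNA did not pass limma's test over all probe sets. Fryl, a coactivator of the Notch intracellular domain, was at a log2 signal of 9.38 ± 0.155 (SD, n = 7) in vehicle and 8.79 ± 0.184 (SD, n = 8) in AngII arrays. Its log2 fold change was -0.59 (standard error 0.0865, adjusted p = 0.00293 from limma), and every AngII array was below every vehicle array (exact permutation test, p = 0.000155). Maml2, a mastermind-like coactivator of Notch, was at 9.61 ± 0.228 (SD, n = 7) in vehicle and 9.31 ± 0.199 (SD, n = 8) in AngII arrays. Its log2 fold change was -0.31 (standard error 0.104, adjusted p = 0.0978 from limma), with an exact permutation p of 0.018 for Maml2 alone and a SAM q of 3.03%.
In naming series B Fryl changed by -0.62 (adjusted p = 0.0278 from limma) and Maml2 by -0.43 (adjusted p = 0.0718), and in series A by -0.53 (adjusted p = 0.394) and -0.03 (adjusted p = 0.961). Without vehicle 1 (-0.38, adjusted p = 0.0254) or with array weights (-0.32, adjusted p = 0.0356) limma called Maml2 as lower, and with the adipocyte mean as a covariate its change was -0.19 (adjusted p = 0.142).

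**Figure D2:**
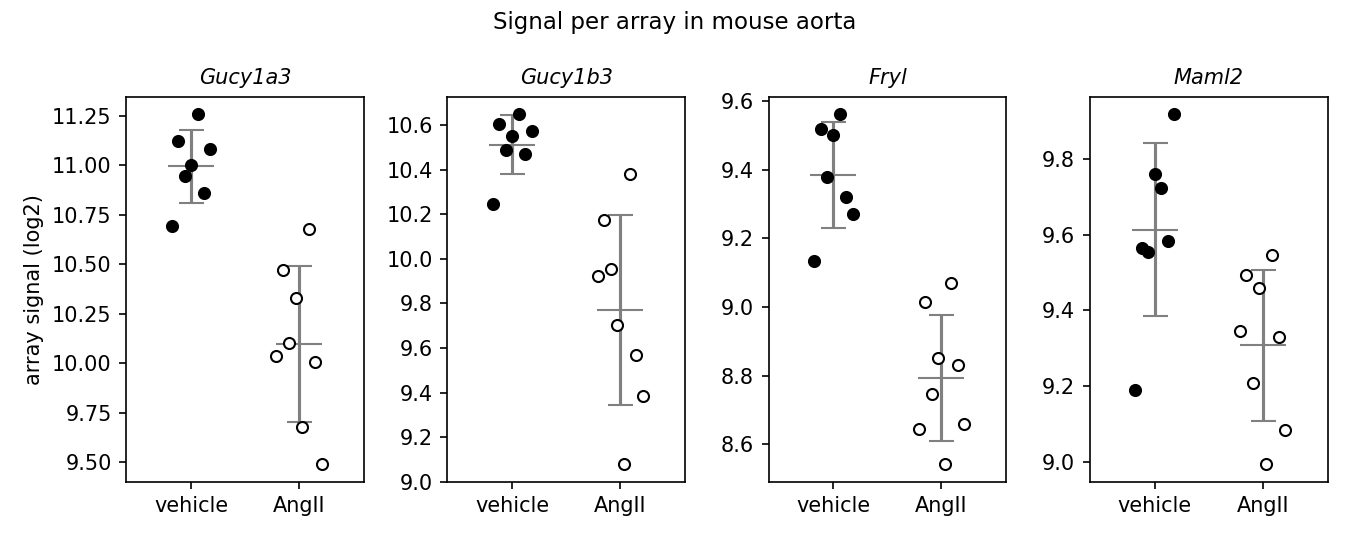
Log2 array signal of Gucy1a3, Gucy1b3, Fryl and Maml2 in 7 vehicle (filled) and 8 AngII arrays (open). Each point is 1 mouse, and bars give the mean ± SD. For Gucy1a3 and Fryl the groups do not overlap, and for Gucy1b3 and Maml2 they do.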

To support the hypothesis that changes in FRYL and MAML2 may be responsible for repression of GUCY1A3/GUCY1B3, we performed correlation analyses at the mRNA level. Both coactivators correlated with both sGC subunits (Fig. 3A–D). 

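Mice with less Fryl or Maml2 mRNA had less mRNA of both cyclase subunits. Over all 15 arrays Spearman's rho was 0.954 for Fryl with Gucy1a3, 0.936 for Fryl with Gucy1b3, 0.864 for Maml2 with Gucy1a3 and 0.875 for Maml2 with Gucy1b3. The permutation p was 1e-05, 1e-05, 6e-05 and 7e-05 in that order (1e-05 is the smallest that 100000 resamples give), and the adjusted p over the 12 relations computed was 6e-05 for Fryl and 0.00021 for Maml2. Pearson's r was 0.955, 0.909, 0.856 and 0.835 (permutation p = 1e-05, 1e-05, 9e-05 and 7e-05). Without the 2 arrays farthest from the median of the coactivator, Pearson's r was 0.936, 0.889, 0.8286 and 0.779.
The groups differ in both measures, so the pooled values hold the difference between the groups. After the group means were subtracted, rho was 0.864 for Fryl with Gucy1a3, 0.632 for Fryl with Gucy1b3, 0.786 for Maml2 with Gucy1a3 and 0.589 for Maml2 with Gucy1b3 (permutation p = 1e-04, 0.0129, 0.00091 and 0.0233). Within naming series B (10 arrays) the pooled rho was 0.915, 0.927, 0.939 and 0.952 in the same order. Within series A (5 arrays) it was 1 for Fryl with either subunit (exact p = 0.0167, the smallest that 5 arrays give) and 0.3 for Maml2 with either subunit (exact p = 0.683).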

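Within the 8 AngII-infused mice, aortae with less Maml2 mRNA had less Gucy1a3 and Gucy1b3 mRNA, and aortae with less Fryl mRNA had less Gucy1a3 mRNA, while the relation of Fryl with Gucy1b3 did not pass after adjustment. Spearman's rho was 0.905 for Maml2 with Gucy1a3 (exact permutation test, p = 0.00456, adjusted p = 0.011 over 12 relations) and 0.833 for Maml2 with Gucy1b3 (exact p = 0.0154, adjusted p = 0.0264). It was 0.833 for Fryl with Gucy1a3 (exact p = 0.0154, adjusted p = 0.0264) and 0.738 for Fryl with Gucy1b3 (exact p = 0.0458, adjusted p = 0.0576). Pearson's r was 0.926 and 0.844 for Maml2 (exact p = 0.00144 and 0.0093) and 0.887 and 0.808 for Fryl (exact p = 0.00489 and 0.0169), with Gucy1a3 named before Gucy1b3.
Without the 2 arrays farthest from the coactivator's median, rho was 0.8286 for Maml2 with Gucy1a3 (exact p = 0.0583), 0.6 for Maml2 with Gucy1b3 (exact p = 0.242), 0.714 for Fryl with Gucy1a3 (exact p = 0.136) and 0.371 for Fryl with Gucy1b3 (exact p = 0.497). The arrays left out were AngII 5 with AngII 8 for Maml2 and AngII 5 with AngII 6 for Fryl. With 1 array left out, rho of Fryl with Gucy1a3 was 0.75 (exact p = 0.0663) without AngII 2, 4 or 6. With Gucy1b3 it was 0.607 for Fryl (exact p = 0.167) without AngII 2, 5 or 6 and 0.714 (exact p = 0.0881) without AngII 8, and 0.75 for Maml2 (exact p = 0.0663) without AngII 2, 5, 6 or 8. Within the 5 AngII arrays of naming series B, rho with Gucy1a3 was 0.9 for either coactivator (exact p = 0.0833) and rho with Gucy1b3 was 1 for either (exact p = 0.0167), and series A holds 3 AngII arrays, too few for such a test.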

Similar correlations were seen when AngII-treated (white circles) mice were considered individually, ruling out any cluster effects. Taken together, these analyses established a link between reduced sGC expression in the hypertensive aortic wall and altered NOTCH signaling.

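Among the genes of the Notch pathway, Fryl and Mamld1, a mastermind-like gene, were lower in AngII-infused aortae, while the ligands and receptors that were measured did not pass the test. Of 29 measured ligands, receptors and cofactors, 2 were lower and none was higher at an adjusted p under 0.05 from limma, and the same numbers passed when adjusted over the list alone. Mamld1 had a log2 fold change of -0.47 (standard error 0.107, adjusted p = 0.0195 from limma), and Rbpj, the DNA-binding partner of Notch, one of -0.10 (adjusted p = 0.439). As a list these genes did not stand apart from the other genes (limma's camera, adjusted p = 0.17; adjusted p = 0.467 with an estimated correlation). Tested against no change, without regard to the other genes, the list was lower (limma's fry, adjusted p = 0.0499). Of 8 measured Notch target genes, Nrarp was higher, with a log2 fold change of 0.31, and Igf2 was lower, with -0.33 (1 higher and 2 lower when adjusted over the list alone). The target list did not stand apart either (limma's camera, adjusted p = 0.77; adjusted p = 0.852 with an estimated correlation). The paper shows 13 of the 29 genes and 5 of the 8 from these arrays, most of them only as signals in vehicle arrays. For Fryl and Maml2 it gives the direction on these arrays, which is not independent evidence.
The limma call of Nrarp held only without vehicle 1 or 4 or AngII 2 or 7 when arrays were left out in turn (adjusted p up to 0.0942), and that of Igf2 only without vehicle 1 or 2 or AngII 2, 4, 5 or 6 (adjusted p up to 0.0646). Both calls ended with the adipocyte mean as a covariate (0.31, adjusted p = 0.0739 and -0.31, adjusted p = 0.0702 from limma), and in naming series B those of Nrarp, Igf2 and Mamld1 ended (0.33, -0.32 and -0.46, adjusted p = 0.094, 0.14 and 0.108). Without vehicle 1 or AngII 2 limma called 1 ligand, receptor or cofactor as higher, and over the list alone the lower ones numbered 4 without AngII 2 or 6, and the higher ones 2 without vehicle 6 and 1 without vehicle 1 or AngII 2 or 6. The lower target genes numbered 2 without AngII 6, and over the list alone 1 without vehicle 4, 5, 6 or 7 or AngII 5, 7 or 8. With the means of the contractile and adipocyte genes and the group as covariates, the correlation with Gucy1a3 was 0.622 for Fryl (permutation p = 0.0141) and 0.15 for Maml2 (permutation p = 0.594), and that with Gucy1b3 was 0.409 for Fryl (permutation p = 0.128) and -0.253 for Maml2 (permutation p = 0.377). These p values are unadjusted and take no account of the fitted covariates, which makes them too small. From a motif of RBPJ in the promoters of the changed genes, the lower coactivators and their correlations with the subunits, the paper concludes that the lower expression of the cyclase is linked to altered Notch signalling.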

**Figure 3:**
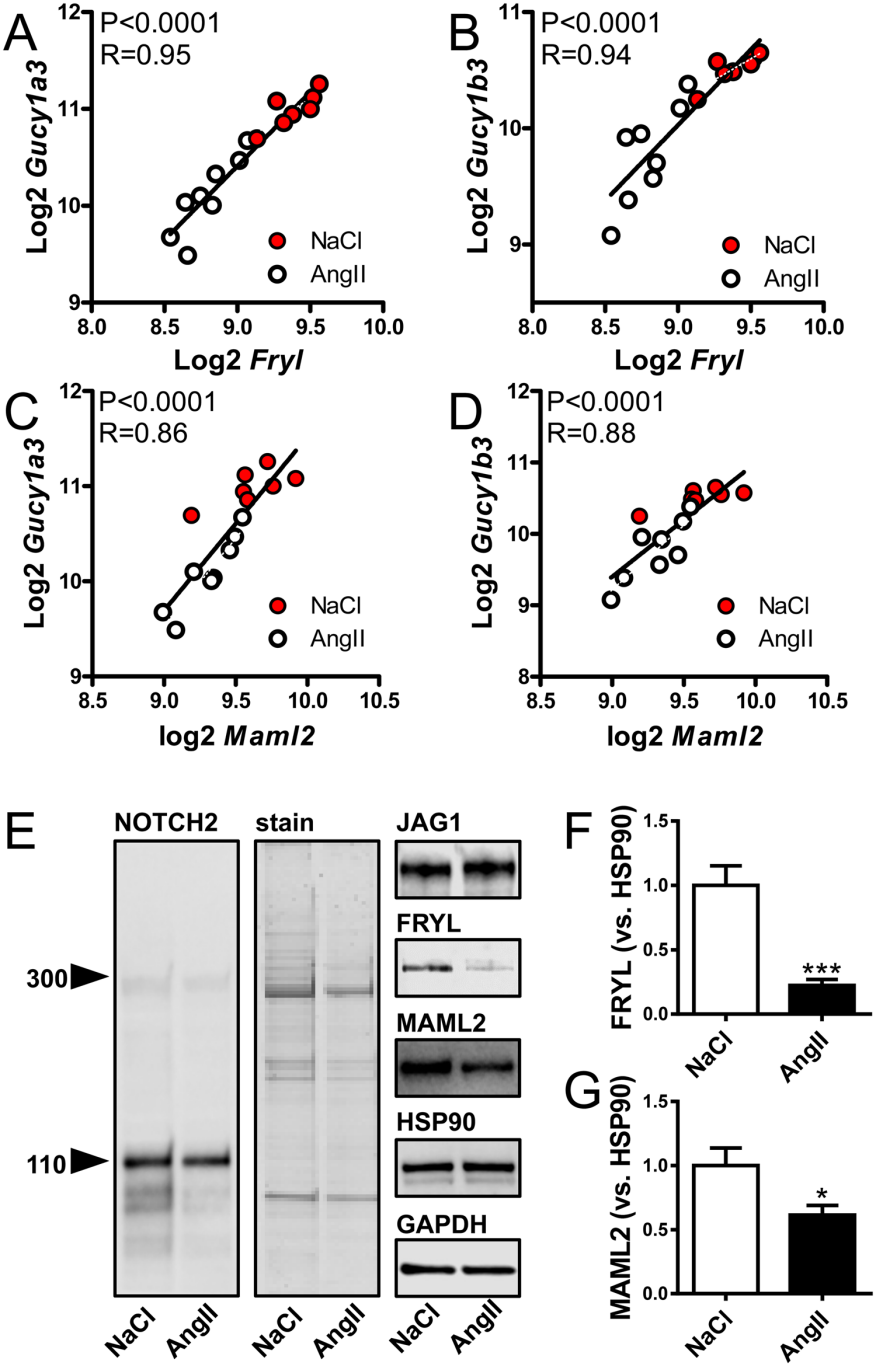
Repression of *Gucy1a3* and *Gucy1b3* correlates with changes in the Notch coactivators *Fryl* and *Maml2*. Panels A through D show correlations between *Fryl* and *Maml2* and the sGC subunits *Gucy1a3* and *Gucy1b3* at the mRNA level. Data is from the microarray experiment. P-values and Spearman Rho coefficients are given in the respective panels. Correlations were also observed when AngII-treated mice were considered individually (*Gucy1a3*: P_AngII_ = 0.005, P_vehicle_ = 0.06; *Gucy1b3*: P_AngII_ = 0.015, P_vehicle_ = 0.24). Panel E shows western blots (n = 6/group) for aortic NOTCH2, JAG1, FRYL and MAML2 in vehicle and AngII-infused mice. Coomassie-stained proteins remaining on the gel after transfer was used as loading control for NOTCH2. HSP90 and GAPDH were used as loading controls for JAG1, FRYL and MAML2. Panels F and G show summarized western blot data for FRYL and MAML2, respectively (versus HSP90, *P < 0.05).

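Within the 7 vehicle-infused mice, Spearman's rho of Fryl was 0.786 with Gucy1a3 and 0.786 with Gucy1b3 (exact permutation test, p = 0.048 for each, adjusted p = 0.0576 over 12 relations). For Maml2 it was 0.536 with either subunit (exact p = 0.236). Pearson's r was 0.811 and 0.845 for Fryl (exact p = 0.0264 and 0.0131) and 0.732 and 0.827 for Maml2 (exact p = 0.0641 and 0.0363), with Gucy1a3 named before Gucy1b3. Without the 2 vehicle arrays farthest from the coactivator's median, rho was 0.4 for Fryl (exact p = 0.517) and 0.3 for Maml2 (exact p = 0.683) with either subunit. With 1 array left out, rho of Fryl with either subunit was 0.657 (exact p = 0.175) without vehicle 1, 2 or 5 and 0.8286 (exact p = 0.0583) without vehicle 3, 4 or 6. Within the 5 vehicle arrays of naming series B, rho was 0.4 for Fryl (exact p = 0.517) and 0.6 for Maml2 (exact p = 0.35) with either subunit. With each array centred on its median, rho of Maml2 in the vehicle arrays was 0.893 with Gucy1a3 (exact p = 0.0123) and 0.929 with Gucy1b3 (exact p = 0.00675).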

Using western blotting we next examined NOTCH2 which was present at a higher level than other NOTCH receptors in the mouse aorta as judged from the array signal (Supplementary Fig. 1). 

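The mRNAs of all 4 Notch receptors were measured, and limma called none of them as changed by AngII. Notch2 had a log2 signal of 9.87 ± 0.151 (SD, n = 7) in vehicle arrays and a log2 fold change of -0.17 (standard error 0.0697, adjusted p = 0.163 from limma). Notch1 had 7.67 ± 0.16 (SD, n = 7) in vehicle arrays, Notch3 had 7.54 ± 0.236 and Notch4 had 7.02 ± 0.175. Their log2 fold changes were 0.00, -0.27 and 0.06 (adjusted p = 0.996, 0.2 and 0.78 from limma). Different probe sets respond differently to the same amount of RNA, so these signals give no order of the receptors. Jag1, the ligand that was blotted, had a log2 fold change of -0.16 (standard error 0.079, adjusted p = 0.259 from limma).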

NOTCH2 was mostly cleaved (i.e. migrated at 110 kDa), but was unchanged in AngII-treated mice compared to controls (Fig. 3E). JAG1, a NOTCH receptor ligand, was also unchanged (Fig. 3E). Western blotting for FRYL revealed a major band just above 150 kDa that was drastically reduced (Fig. 3E,F). This molecular weight is consistent with exon usage in arteries (http://www.gtexportal.org), and a band at the same molecular weight was found to be reduced using another antibody (Supplementary Fig. 2). A single band was seen when blotting for MAML2, and this band was reduced by AngII treatment (Fig. 3E,G). These findings supported the possibility that hypertension may impair signaling downstream of the NOTCH receptor in the aorta.

We next tested if NOTCH controls sGC expression using smooth muscle cells from the human coronary artery. We used an adenovirus to overexpress the intracellular domain of NOTCH2 (NICD). Adenoviral transduction of NICD caused concentration-dependent induction of the guanylyl cyclases at the mRNA level, with 100–1000-fold changes at the highest titers (Fig. 4A,B). Overexpression of MAML2 had a similar effect, with changes ranging from 3–30-fold (Fig. 4C,D). We also overexpressed a fragment of FRYL containing domains known to be important for transcriptional activation^18^. This led to 2-fold induction of the sGC subunits at the mRNA level (Fig. 4E,F).

**Figure 4:**
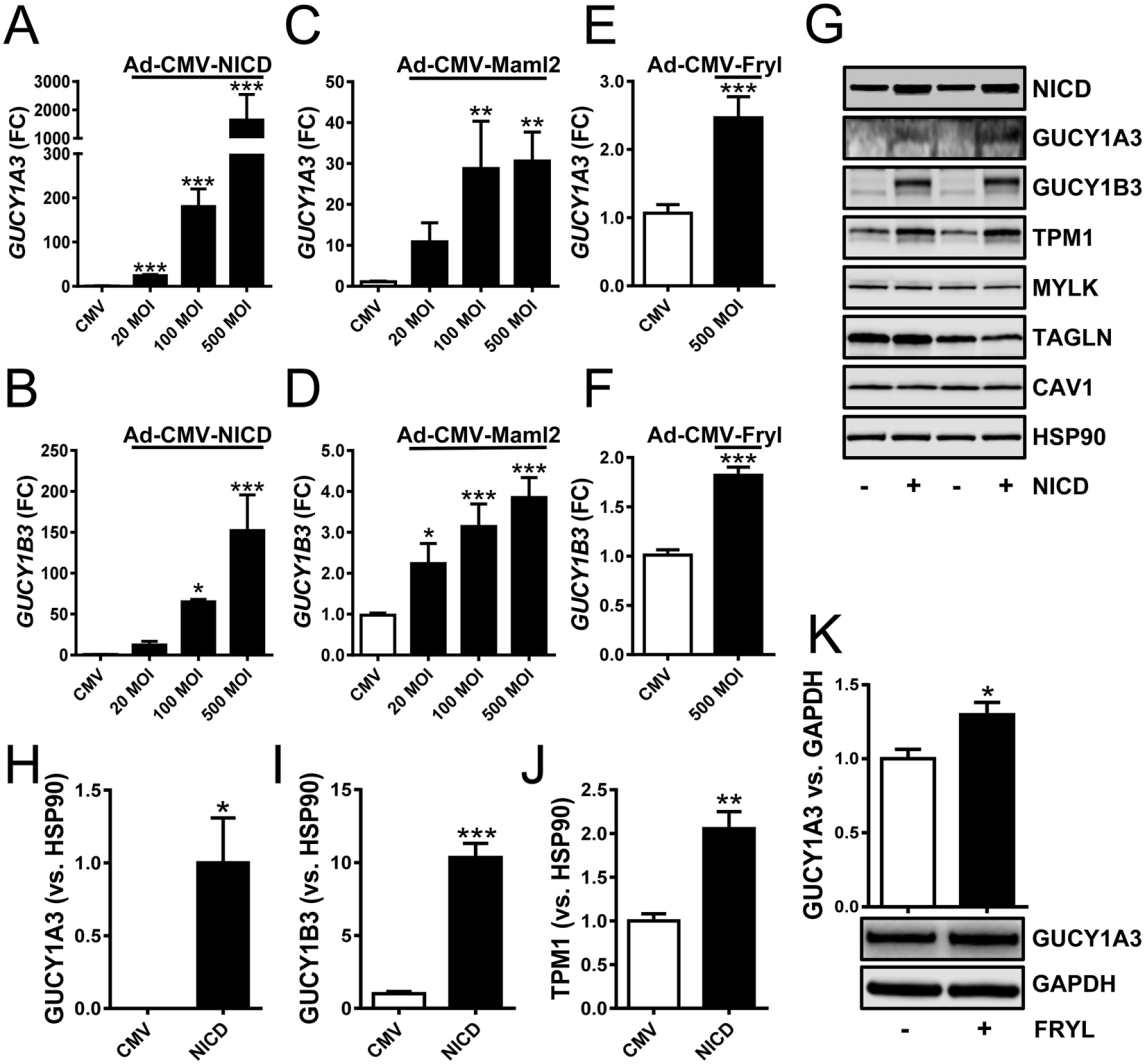
Adenoviral transduction of *NOTCH*, *MAML2* and *FRYL* increases sGC in smooth muscle cells. Human coronary artery smooth muscle cells were treated with Ad-CMV-null adenovirus (CMV) or adenoviruses for the intracellular domain of *NOTCH2* (Ad-CMV-NICD, (**A**,**B**), for full length *MAML2* (Ad-CMV-MAML2, (**C**,**D**)), and for a C-terminal fragment of *FRYL* (Ad-CMV-FRYL, (**E**,**F**)). The mRNA levels of *GUCY1A3* and *GUCY1B3* were then determined using qRT-PCR (FC: fold change, MOI: multiplicity of infection). In panel G GUCY1A3 and GUCY1B3 were determined by western blotting following NICD transduction. Compiled Western blot data is shown in the bar graphs in (**H**) through (**J**). Panel K shows an original western blot for GUCY1A3 following transduction of the *FRYL* C-terminus and, above, a bar graph with summarized data. *P < 0.05, **P < 0.01, P < 0.001.

To determine whether NICD transduction increased the protein levels of GUCY1A3 and GUCY1B3 we again used western blotting (Fig. 4G through J). NICD was increased as expected (Fig. 4G, P < 0.001), and both GUCY1A3 and GUCY1B3 proteins increased in parallel (Fig. 4G and summarized data in H,I). We also examined a number of smooth muscle differentiation markers. With the exception for tropomyosin (TPM1), which increased (Fig. 4G,J), most differentiation markers, including myosin light chain kinase (MYLK), SM22α (TAGLN) and caveolin-1 (CAV1) were not affected by NICD overexpression (Fig. 4G). Overexpression of FRYL, finally, was associated with a small but significant increase of GUCY1A3 (Fig. 4K).

Having established that NOTCH/MAML2/FRYL are capable of driving sGC expression in smooth muscle cells using overexpression strategies we next sought loss of function data. Initial attempts to inhibit Notch signaling in cell culture using the γ-secretase inhibitor DAPT (N-[N-(3,5-Difluorophenacetyl)-L-alanyl]-S-phenylglycine t-butyl ester) were ineffective, possibly due to the low expression of guanylyl cyclases in cultured cells. We therefore analyzed publically available transcriptomic data sets from knockout/knockdown models. The first dataset was for aortic smooth muscle cells from E14.5 mouse embryos lacking JAG1 in smooth muscle (GSE60643)^19^. This RNA-Seq dataset contained two biological replicates, but repression of the two sGC subunits was very consistent (Fig. 5A). The next two datasets were for brain microvessels and caudal arteries from mice that lack NOTCH3^17, 20^. Sizeable repression of sGC subunits was found in both datasets (Fig. 5B,C). We also considered mouse aortic smooth muscle cells treated with γ-secretase inhibitor (DAPT)^19^ which revealed only small, albeit significant, effects on sGC (Fig. 5D). The small effect by DAPT is similar to our own findings in cell culture. The last dataset that we analyzed consisted of two biological replicates and evaluated the effect of MAML2 knockdown in parotid adenocarcinoma cells^21^. Here, clear-cut reduction of GUCY1A3, but a smaller effect on GUCY1B3 (Fig. 5E), was seen. We concluded that varied loss of function approaches supported the view that NOTCH signaling provides a driving force for sGC expression.

**Figure 5:**
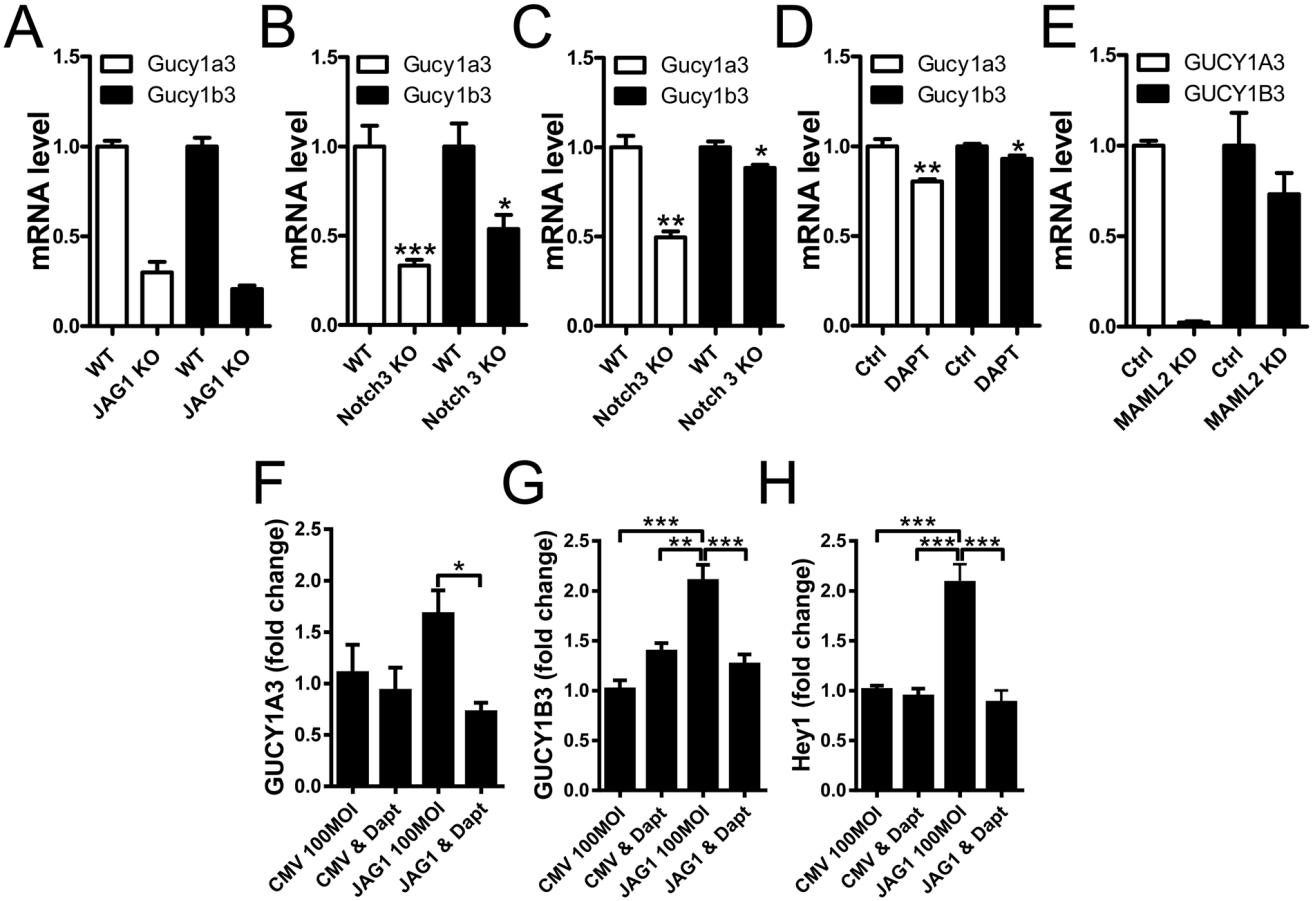
Genetic and pharmacological inhibition of Notch signaling leads to reduced *Gucy1a3*/*Gucy1b3* expression in smooth muscle. Transcriptomic data sets from knockout/knockdown models were analyzed for changes in sGC subunits. Panel A shows expression of sGC subunits in the 14.5 day embryonic aorta from *Jag1* wild type (WT) and knockout (KO) mice as determined by deep sequencing (n = 2, and hence no statistical analysis performed). Panel B shows sGC expression in brain microvascular fragments from WT and *Notch3* KO mice (n = 6), and panel C shows sGC expression in caudal arteries from *Notch3* WT and KO mice (n = 3), both determined by microarray analysis. Panel D shows sGC expression as assessed using deep sequencing of RNA from smooth muscle cells isolated from the mouse descending aorta and treated with γ-secretase inhibitor (DAPT). Panel E shows sGC expression in parotid adenocarcinoma cells following retroviral-based knockdown of MAML2 (n = 2). In panels F through H human coronary artery smooth muscle cells were incubated with the γ-secretase inhibitor DAPT following treatment with Ad-CMV-null and Ad-CMV-*JAG1*, respectively. sGC expression was determined using qRT-PCR. n = 6/group *P < 0.05, **P < 0.01, P < 0.001.

The finding in Fig. 5A that JAG1 knockout potently reduces sGCs^19^ inspired us to overexpress JAG1 in the human coronary artery smooth muscle cells followed by treatment with DAPT (10 µM) to inhibit NOTCH cleavage. Consistent with our pilot experiments, DAPT was without effect on sGC expression in control cells (Fig. 5F,G). Following overexpression of JAG1 on the other hand, DAPT significantly repressed sGC (Fig. 5F,G). Similar results were obtained for the prototypical NOTCH target gene *HEY1* (Fig. 5H). These findings supported our initial suspicion that NOTCH signaling is low in cultured smooth muscle cells *in vitro* and also demonstrated that increased JAG1 expression confers sensitivity of sGC expression to NOTCH inhibition.

Our findings so far argued that aortic sGC is repressed in AngII-induced hypertension and that this may be secondary to effects on NOTCH signaling. However, AngII is known to have effects beyond the elevation of blood pressure. To examine if NOTCH-mediated reduction of sGC occurred in other models of hypertension, we used spontaneously hypertensive and stroke prone rats (SHR-SP) and their normotensive counterpart, the WKY rat. Western blotting of aortic homogenates demonstrated that JAG1 and cleaved NOTCH2 were reduced and unchanged respectively (Fig. 6A,B). In keeping with our results in AngII hypertensive aorta, both FRYL and MAML2 were reduced at the protein level (Fig. 6A,B). GUCY1A3 expression was also reduced in SHR-SP compared to WKY, but GUCY1B3 expression was unchanged (Fig. 6A,B). The protein level of MAML2 nonetheless correlated with both GUCY1A3 and with GUCY1B3 (Fig. 6C).

**Figure 6:**
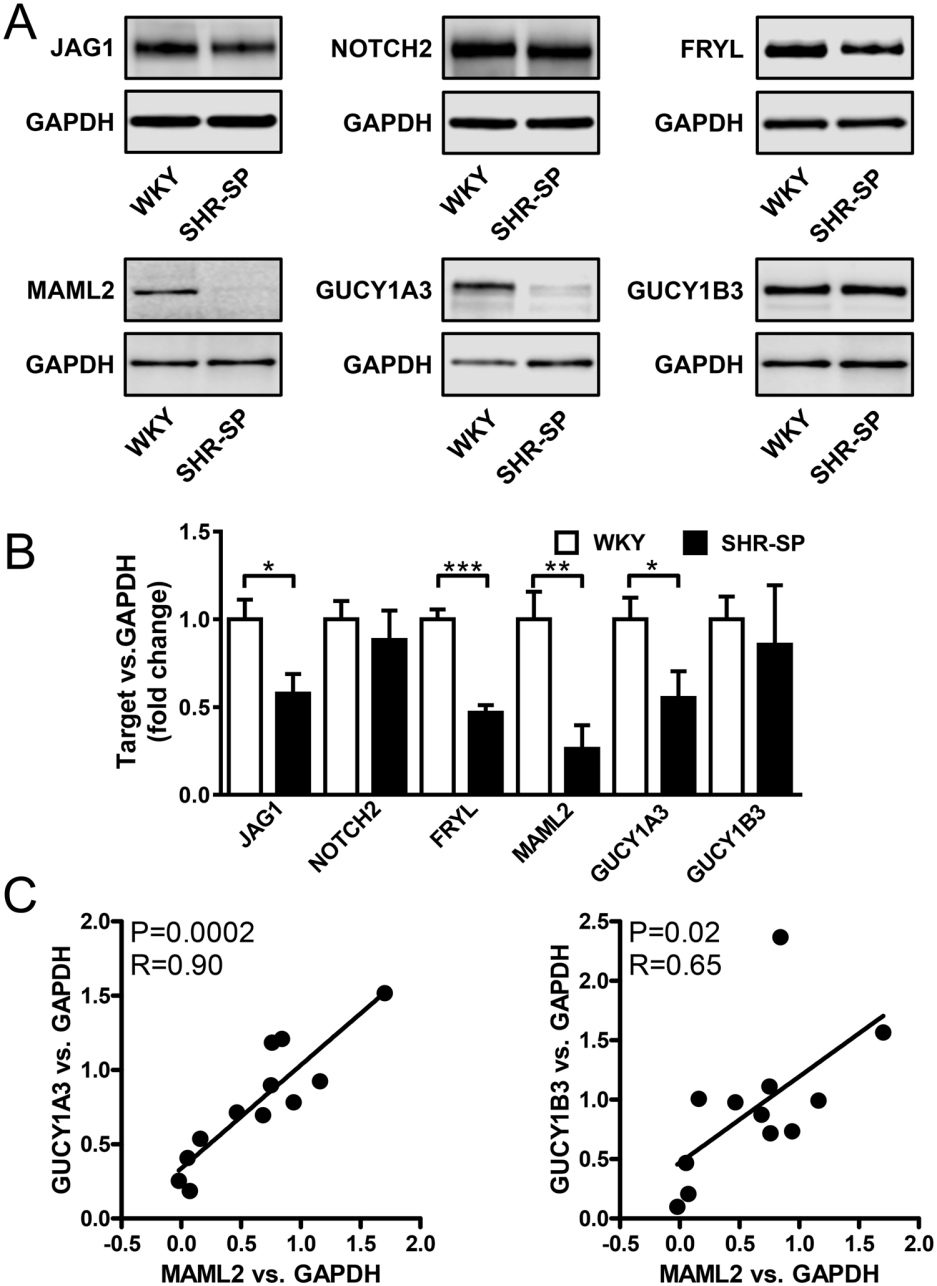
Repression of MAML2 and GUCY1A3 in the aorta of spontaneously hypertensive rats. Panel A shows western blots using aortae from Wistar Kyoto (WKY) and spontaneously hypertensive and stroke prone rats (SHR-SP) using the indicated antibodies. Bar graphs in panel B show summarized western blot data for JAG1, cleaved NOTCH2, FRYL, MAML2, GUCY1A3 and GUCY1B3. Panel C shows correlations at the protein level between MAML2 and GUCY1A3 and between MAML2 and GUCY1B3. n = 6/group, *P < 0.05, **P < 0.01.

Up to this point our findings supported the view that NOTCH signaling provides a constitutive drive for aortic sGC expression in the mouse aorta that is disturbed by hypertension via repression of the coactivators MAML2 and FRYL. To support that this signaling pathway drives sGC expression also in human arteries, we downloaded mRNA expression data from the GTExPortal. We first examined relative expression levels of NOTCH ligands, receptors, and coactivators in the coronary artery (Fig. 7A–C). *JAG1* was the most highly expressed NOTCH ligand (Fig. 7A). *NOTCH3* dominated among the receptors followed by *NOTCH2* (Fig. 7B). *FRYL* was most highly expressed among the coactivators considered, and *MAML2* levels were intermediate (Fig. 7C). Correlation analyses were next made to examine relationships between these mRNAs and sGC. *JAG1* correlated tightly with *GUCY1A3* and *GUCY1B3* (Fig. 7D,E). *NOTCH3* similarly correlated with *GUCY1A3* and with *GUCY1B3* (Fig. 7F,G), as did *NOTCH2* (P < 0.0001, not depicted), albeit with smaller correlation coefficients (R = 0.35 and 0.37). *MAML2* (Fig. 7H,I), but not *MAML1* (P = 0. 91 and 0.21, not depicted), moreover correlated with both sGC subunits. *FRYL*, finally, correlated with both *GUCY1A3* and *GUCY1B3* (Fig. 7J,K).

**Figure 7:**
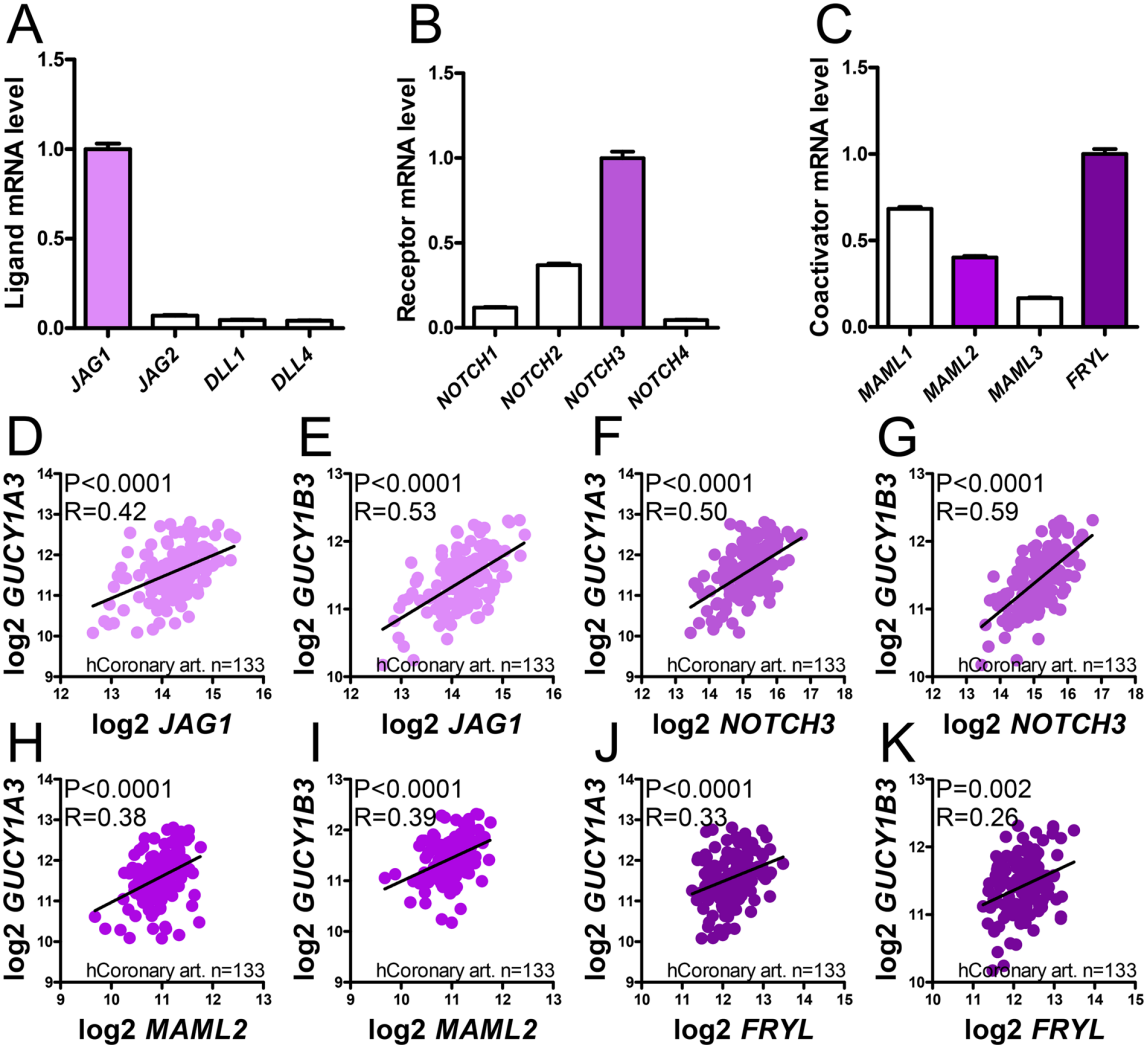
*JAG1*, *NOTCH3*, *MAML2* and *FRYL* mRNAs all correlate with *GUCY1A3* and *GUCY1B3* mRNAs in the human coronary artery. Expression data for the human coronary artery was downloaded from the GTExPortal.org and TMM normalized as described^34^. Panels A though C show relative expression levels for *NOTCH* ligands (**A**), receptors (**B**), and coactivators (**C**). Panels D through K show correlations for *JAG1*, *NOTCH3*, *MAML2*, and *FRYL* versus *GUCY1A3* and *GUCY1B3*. P-values and Spearman Rho coefficients are given in the respective panels.

## Discussion

Results of the current study support the novel concept that Notch signaling provides a homeostatic drive for sGC expression in adult arteries that is inhibited by hypertension. The latter effect appears to be funneled via the Notch coactivators MAML2 and FRYL (also known as AF4P12)^15, 22^, whose reduction uncouples receptor cleavage from transcriptional activation of a subset of target genes. We find that both MAML2 and, albeit to a lesser extent, FRYL have the capacity to independently drive sGC expression, making them potential targets for prevention of cardiovascular disease caused by an elevated blood pressure. Previous work has shown that Notch signaling controls expression of sGC in the heart valves^13^ and in cancer cells^23^. We now demonstrate that this applies to the vascular wall where nitric oxide (NO)-cGMP signaling plays a fundamental physiological role via regulation of arterial resistance^4^. It is well documented that hypertension impairs endothelial dependent dilatation by reducing NO bioavailability in experimental animals^24, 25^ and humans^3, 5, 26^. Hypertension moreover decreases the arterial response to the nitric oxide-releasing drug sodium nitroprusside and reduces the expression of sGC^6, 7, 25, 27–30^, but the basis of the latter effect has remained unexplored. Our findings thus provide insight into a decade-long conundrum regarding the repression of sGC in hypertension by showing that this is due to perturbed Notch signaling downstream of the receptor.

Prior studies have demonstrated that mechanical forces acting on vascular smooth muscle influence Notch signaling. For example, *in vitro* exposure of rat vascular smooth muscle cells to cyclic strain was found to impair Notch signaling via repression of Notch ligands (JAG1) and receptors (NOTCH1, NOTCH3), leading to reduced RBPJ transcriptional activity^31^. In contrast, another study demonstrated that pulmonary arterial hypertension associates with increased expression of NOTCH3 in whole lung, and that this was critical for the proliferative vasculopathy that is unique for pulmonary arterial hypertension^32^. Notch signaling may therefore change in different directions in hypertension depending on the vascular bed, and our findings suggest that hypertension may indeed also affect unique aspects of Notch signaling, hinging on the coactivator requirement of the target gene in question. For example, we would predict that target genes that depend on MAML1 would be unaffected or even increased in hypertensive systemic arteries.

The signaling pathway suggested in the present study, and in work by others^13, 23^, may be considered to start with the Notch receptor ligand Jagged 1 (JAG1) and to terminate on sGC expression (Fig. S2). JAG1 is expressed at a higher level in the arterial wall than are other Notch ligands, and we find that its mRNA level correlates tightly with sGC expression. Chang and coworkers^13^ provided evidence that this ligand is capable of driving sGC expression and we directly demonstrate that it does so in human coronary artery smooth muscle cells. The next step in the signaling pathway is the Notch receptor itself. Our gene expression analysis in mouse aorta implicates *Notch2*, which is expressed at a higher level than other receptors in this family, and we found the protein to be mostly cleaved in the intact aorta, supporting constitutive activity. We also found that viral transduction of the intracellular domain of *NOTCH2* drives sGC expression. Prior work by Karsan and co-workers demonstrated that the intracellular domains of NOTCH1 and NOTCH3^13, 23^ are capable of driving sGC transcription in other cell types, indicating that this property is shared among the receptors. In fact, in the human artery that we examined, *NOTCH3* as well as *NOTCH2*, correlated with sGC expression. Correlation analyses in mouse and human arteries as well as viral overexpression finally established a role of MAML2 and FRYL downstream of the NOTCH receptor (Fig. S2). We believe that MAML2 is primarily involved because MAML1 did not correlate with sGC expression in the human coronary artery despite a higher expression level, but this notion needs to be directly tested.

The current study has focused on the transcriptional regulation of sGC (GUCY1A3/GUCY1B3) by NOTCH in hypertension, but it is plausible that impaired NOTCH signaling may have additional consequences for phenotypic modulation, proliferation or apoptosis. Notch signaling has been shown to influence phenotypic properties of smooth muscle cells, but reports are discrepant, leading to the proposition that NOTCH itself may promote smooth muscle differentiation and that this in turn is antagonized by target genes that are themselves transcription factors^33^. Our findings in human coronary artery smooth muscle cells in culture, conditions known to be suboptimal for contractile differentiation, did not strongly support the concept that Notch signaling pushes the contractile phenotype, because several contractile markers, including myosin light chain kinase (MYLK), SM22α (TAGLN) and caveolin-1 (CAV1)^34^, were resistant to NOTCH2 transduction. The only exception was tropomyosin 1 (TPM1) which was robustly increased, supporting a role of Notch signaling for specific aspects of phenotypic modulation.

In showing that hypertension impairs Notch signaling in a systemic artery our findings provide an interesting connection between hypertension and genetic stroke syndromes. Stroke represents a significant cause of morbidity and mortality in Alagille syndrome^35^ caused by mutations in *JAG1* ^36^. CADASIL is a vasculopathy with lacunar infarcts in white matter that is caused by mutations in *NOTCH3* ^37^. Moyamoya disease, finally, represents a progressive obstruction of the internal carotid artery that increases the risk of stroke and that can be caused by mutations in *GUCY1A3* ^12^. By underscoring a connection (Fig. S2) between hypertension and the Notch signaling pathway, so heavily burdened by mutations in human stroke syndromes, our studies may provide future inroads into research on hypertension-induced stroke.

As indicated above, single nucleotide polymorphisms (SNPs) in close vicinity to the genes studied here also associate with hypertension. For example, a polymorphism at rs1327235 close to *JAG1* as well as two at rs13143871 and at rs13139571 near *GUCY1A3*/*GUCY1B3* associate with hypertension^9^. More recent work has also identified rs10418305 near *NOTCH3* ^38^ to be associated with systolic blood pressure and pulse pressure. A variant near *FURIN* (rs2521501) which is responsible for the first cleavage of NOTCH receptors in the Golgi apparatus^39^, similarly associates hypertension^9^. It cannot presently be ruled out that these variants act through other pathways, but their apparent enrichment close to genes in the signaling pathway suggested here (Fig. S2) is conspicuous and warrants further study.

In summary, our work argues that Notch signaling provides a constant drive on expression of sGC in arterial smooth muscle and that this is perturbed by hypertension via reduction of the transcriptional coactivators MAML2 and FRYL. Reduction of sGC might contribute to endothelial dysfunction and, possibly, further elevation of blood pressure (Fig. S2), as well as long term pathological consequences of hypertension.

## Methods

### Surgery and blood pressure

Osmotic mini-pumps (model 2004, Alzet) were implanted subcutaneously in C56Bl/6 mice (Taconic Biosciences, Denmark) for treatment with angiotensin II (AngII, 1 µg/kg/min) or vehicle (physiological saline: NaCl) as described^34^, and in accordance with protocols approved by the animal care and use committee in Malmö/Lund (permit numbers M46-13 and M57-14). Procedures were in accordance with national guidelines and with the European Communities’ Council Directive 86/609/EEC. Blood pressure was recorded in wake animals using a tail cuff system (Coda High Throughput, Kent Scientific) before pump implantation (day 0) and once weekly during treatment (for 21 days). Mice were adapted to the tail-cuff system restrainers before the measurements. Significant elevation of mean arterial blood pressure was observed in all experimental series as indicated in the figure legends. At the time of collection of samples for the microarray experiment (three weeks), mean arterial blood pressure was 186 ± 6 mmHg (n = 8) in the AngII-treated mice as compared to 103 ± 11 mmHg (n = 7) in the vehicle-treated control mice (P < 0.001).

Normotensive Wistar-Kyoto rats (WKY) were obtained from Charles River and stroke-prone spontaneously hypertensive rats (SHR-SP) were obtained from Taconic Farms. At an age of 5 months, animals were sacrificed and the aorta was dissected, cleaned and frozen as described^40^. At this age, hypertension was clearly established in SHR-SP as previously reported^40^.

### Microarrays

Mice were euthanized using gradually increasing CO_2_. The heart and the aorta, down to the iliac bifurcation, were excised. The aorta was rapidly cleaned from fat and loose connective tissue under a dissection microscope in cold HEPES-buffered Krebs solution (composition in mM: 135.5 NaCl, 5.9 KCl, 1.2 MgCl_2_, 11.6 HEPES, 11.5 glucose, pH 7.4) using microdissection instruments. The aorta was cut at the aortic root and opened longitudinally and remaining blood was washed off. The heart and the aorta were frozen separately in liquid N_2_.

RNA was extracted using the miRNeasy Kit (Qiagen), and cleaned using RNeasy MinElute Cleanup (Qiagen). An ND-1000 spectrophotometer (Nanodrop Technologies Inc., Wilmington, DE, USA) and the 2100 bioanalyzer (Agilent Technologies Inc., Santa Clara, CA, USA) were used to determine concentration and integrity, respectively. Affymetrix arrays (Affymetrix, Santa Clara, CA, USA) were used to measure mRNA levels. All analyses were performed using Expression Console software (Affymetrix) (v1.1.2). For probe summarization and data normalization robust multiarray analysis^41^ were used. The TMEV software was used for significance analysis of microarrays. The microarray data was deposited at the Gene Expression Omnibus with accession number GSE93597.

Transcription factor binding site analysis was used to identify differentially activated transcription factors in the hypertensive aortic wall. This statistical method assesses the number of binding motifs for transcription factors in promoters of differentially expressed genes and compares their prevalence with random gene draws, yielding a probability that enrichment occurred by chance^42^. We have recently used this method to demonstrate ATF6 activation in bladder outlet obstruction^43^.

### qRT-PCR

RNA was isolated as described above and concentration and quality were determined in the Nanodrop spectrophotometer (Thermo Scientific). The Quantifast SYBR Green RT-PCR kit (Qiagen, #204156) was used together with Quantitect (Qiagen) primer assays for: *18S*, *Gucy1a3*, *Gucy1b3*, *Timp1*, *Tnmd*, *Cd68*, *Aspn*, *Ctsk*, *Cdh11*, *Srpx2*, *Esm1*, *Myom1*, *Sigmar1*, *Phf20* and *Pi15*, respectively. For GUCY1A3 and GUCY1B3, mouse and human primers were used as appropriate. Qiagen considers primer sequences protected information. PCR reactions were run in the real time thermal cycler StepOnePlus from Applied Biosystems as described^44^. 18S was stable throughout, validating its use as a housekeeping gene. In the JAG1 transduction experiment for example the Ct values for 18S were 5.62 ± 0.07 and 5.68 ± 0.05 for CMV and JAG1, respectively.

### Cell culture and viral transduction

Smooth muscle cells from the human coronary artery (hCASMC, lot 1130140, Gibco, Life Technologies) were cultured in 6 well plates (Nunclon, Thermo Scientific) containing Medium 231 (Life Technologies) with 5% growth supplement (SMGS, Life Technologies) and 50 U/50 μg/ml penicillin/streptomycin (Biochrom, A 2212) in a water-jacketed incubator with an atmosphere of 5% CO_2_ in air (37 °C). Cells were passaged by trypsin treatment and used between passage 3 and 8. Full length *h*-*MAML2*, the intracellular domain of *NOTCH2* (nucleotides 5107–7425 of Notch2 cDNA sequence AF308601), a C-terminal fragment of *h-FRYL* and full length *JAG1*, all under control of the CMV promoter, were overexpressed using custom-made human adenoviruses Type 5 (dE1/E3) from Vector Biolabs. Ad-CMV-null at the same multiplicity of infection (MOI) was used as control for all transductions. Virus was added 24 h after seeding and maintained for 96 h. For harvest, cells were washed with ice-cold PBS and lysed in Qiazol (RNA) or Laemmli sample buffer (protein).

### Western Blotting

To isolate protein, the frozen aortae were pulverized using a pre-cooled (−80 °C) TissueLyser LT (Qiagen). Laemmli sample buffer (60 mM Tris-Hcl, pH 6.8, 10% glycerol, 2% SDS) containing phosphatase and protease inhibitor cocktails (Bio-Rad) was added to the pulverized aortas and the tissue was further homogenized in the thawed TissueLyser for 50 s. Following lysis, protein concentration was assessed using the Bio-Rad DC protein assay and adjusted to 1 µg/µl, followed by addition of Bromophenol blue (0.01%) and β-mercaptoethanol (5%). Transduced cells were washed in PBS and lysed in 50–70 µl of Laemmli sample buffer. 25 µg protein was loaded per well on TGX Criterion gels (AnyKD or 4–15%, Bio-Rad). Proteins were transferred to nitrocellulose membranes for 10–20 min using the Trans-Blot Turbo system (Bio-Rad) and detected using antibodies against the following targets: MYOM1 (20360-1-AP, Proteintech), PHF20 (#3934, Cell Signaling Technology), GUCY1A3 (12605-1-AP from Proteintech for mouse and 3G6B2 from Thermo Scientific for human), GUCY1B3 (19011-1-AP, Proteintech), SRPX2 (NBP1-77370, Novus Biologicals), CTSK (sc-30056, Santa Cruz Biotechnology), TIMP1 (ab38978, Abcam), PI15 (ab113895, Abcam), DPT (sc-376863, Santa Cruz Biotechnology), JAG1 (#70109, Cell Signaling Technology), NOTCH2/NICD (#5732, Cell Signaling Technology), FRYL (ab95065, Abcam), MAML2 (#4618, Cell Signaling Technology), TPM1 (#3910, Cell Signaling Technology), MYLK (ab76092, Abcam), TAGLN (ab14106, Abcam), CAV1 (#3267, Cell Signaling Technology), HSP90 (610418, BD Transduction Laboratories), β-actin (ACTB, A5441, Sigma) and GAPDH (A00308, EMD Millipore). ACTB, GAPDH and HSP90 were unchanged in the array experiment supporting their use as loading controls for the western blots. Western blots were acquired using the Odyssey Fc instrument from Licor. Analyses were made using Image Studio (version 3.1) software. All targets were normalized first to the loading control (β-actin, GAPDH or HSP90) in the same lane and subsequently to the mean value for the controls.

### Immunohistochemistry

Aortae were fixed in 4% formaldehyde in phosphate-buffered saline (PBS) for 4 h. After washing in PBS, specimens were dehydrated and embedded in paraffin. Cross-sections (5 µm) cut in a microtome (Micom HM340E, Thermo Scientific) were dewaxed and rehydrated in descending concentrations of ethanol followed by rinsing in distilled water. 0.2% (v/v) Triton X-100 in PBS was used for permeabilization and trypsin treatment was used for antigen retrieval. Cross-sections were then blocked with 3% bovine serum albumin (BSA) in PBS for 2 h, followed by overnight incubation at 4 °C with GUCYA3 and GUCYB3 antibodies (Proteintech: 12605-1-AP and 19011-1-AP, both at 1:50 in 3% BSA). Peroxidase activity was quenched by treatment with 4% H_2_O_2_ in methanol at room temperature for 20 minutes. Immunoreactivity was visualized using a HRP-conjugated secondary antibody (1:200, Cell Signaling Technology) and 3,3′-diaminobenzidine tetrahydrochloride (DAB, Dako). Slides were counterstained with hematoxylin (Histolab). Images were captured using an Olympus DP72 microscope with a digital camera using the CellSensDimension software.

### Wire myography

2 mm segments were prepared from the thoracic aorta distal to the arch in HEPES-buffered Krebs solution (composition in mM: 135.5 NaCl, 5.9 KCl, 1.2 MgCl_2_, 11.6 HEPES, 11.5 glucose, pH 7.4 at room temperature) using a dissection microscope and instruments for microsurgery. The preparations were mounted in Multi Wire Myograph Systems (610 M and 620 M from Danish Myotechnology a/s, Aarhus, Denmark) using stainless steel wires as described^45^ and the baths were filled with HEPES-buffered Krebs containing 2.5 mM CaCl_2_ (pH 7.4 at 37 °C). Force was recorded using a Powerlab 16/35 AD converter and the LabChart software (both from ADInstruments). A basal tension of 5 mN was applied and preparations were allowed to equilibrate for 25 min before and between stimulations. For depolarization we used 60 mM KCl (obtained be exchanging NaCl for KCl) and α_1_-adrenergic receptors were activated using cirazoline (0.3 µM). The direct activator of sGC BAY 41–2272 (Tocris) was dissolved in DMSO and added in a cumulative fashion following pre-contraction with cirazoline and in the presence of 300 µM L-NAME (Nω-Nitro-L-arginine methyl ester hydrochloride).

### Statistical analyses

RNA-Seq expression data from the human coronary artery (n = 133) was downloaded from the Genotype-Tissue Expression (GTEx) project (http://www.gtexportal.org/)^46^ and normalized using the TMM method^47^. Spearman correlation analyses were performed using Graph Pad Prism. Simple comparisons between experimental groups were made using a two-tailed student t-test and log transformed expression data except as indicated. Multiple comparisons were made using one-way ANOVA followed by Bonferroni’s post-hoc test. P < 0.05 was considered statistically significant.

### Data availability

All data is available in the manuscript and its associated files.

## Electronic supplementary material

Supplementry PDF File

# Supplementary material for: Hypertension reduces soluble guanylyl cyclase expression in the mouse aorta via the Notch signaling pathway
**Source:** Sci Rep. 2017 May 2;7:1334. doi: 10.1038/s41598-017-01392-1
**Supplement:** Supplementary file 1 — Supplementry PDF File

Hypertension reduces soluble guanylyl cyclase expression in the mouse aorta via the Notch signaling pathway

Catarina Rippe, Baoyi Zhu, Katarzyna K. Krawczyk, Ed VanBavel,
Sebastian Albinsson, Jonas Sjölund, Erik N.T.P. Bakker, Karl Swärd

Supplemental figures 1-3

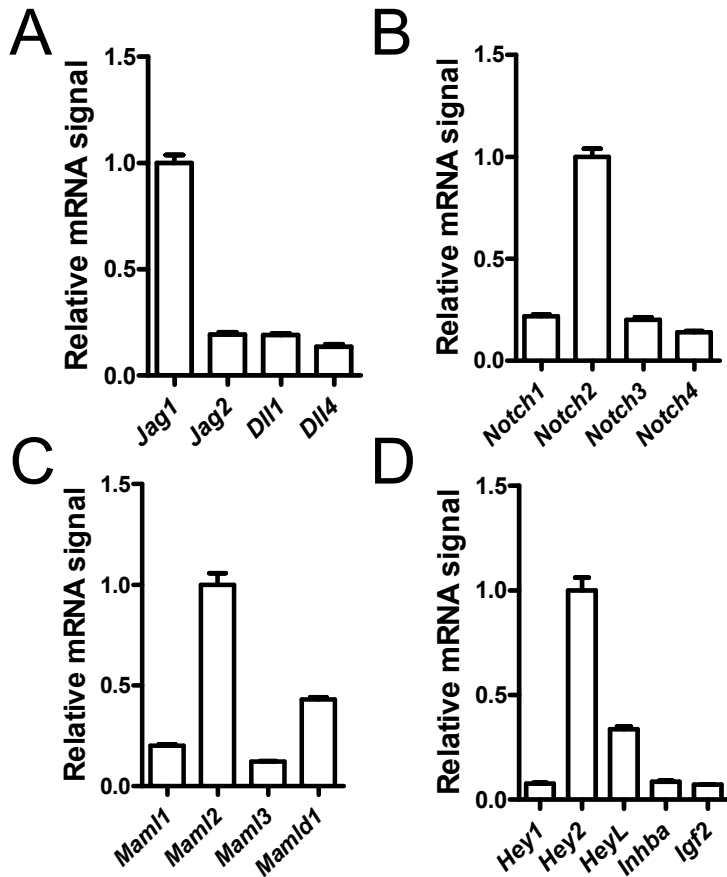

S1. Expression of Notch pathway genes in mouse aorta. Microarrays from vehicle-infused (NaCl) mouse aortae were surveyed for expression of Notch pathway components. A through D show expression of ligands (A), receptors (B), coactivators (C) and target genes (D). The array signal of the gene with highest expression in each group was set to one.

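In vehicle-infused aortae the log2 signal of the ligands was 8.80 ± 0.147 (SD, n = 7 here and below) for Jag1, 6.42 ± 0.193 for Jag2, 6.40 ± 0.147 for Dll1 and 5.89 ± 0.307 for Dll4. Among the coactivators it was 7.30 ± 0.142 for Maml1, 6.58 ± 0.105 for Maml3 and 8.41 ± 0.103 for Mamld1. Of the target genes, the transcriptional repressors Hey1, Hey2 and Heyl had 6.76 ± 0.187, 10.46 ± 0.252 and 8.90 ± 0.156, and the secreted factors Inhba and Igf2 had 6.90 ± 0.233 and 6.66 ± 0.0999. Under AngII, Hey2 and Heyl had log2 fold changes of -0.38 and -0.36 and Jag2 had 0.26 (adjusted p = 0.189, 0.11 and 0.098 from limma). Those of Dll1, Dll4, Maml1, Maml3, Hey1 and Inhba lay between -0.17 and 0.18. Without AngII 6 limma called Hey2 as lower (-0.49, adjusted p = 0.0424). Jag2 was called as higher without vehicle 1 (0.31, adjusted p = 0.0418 from limma) and with array weights (0.28, adjusted p = 0.043).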

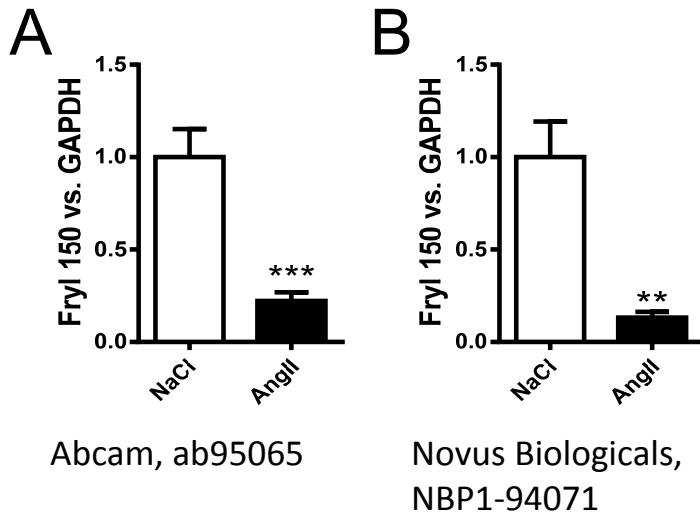

S2. Detection of Fryl (≈ 150 kDa) in mouse aorta using two different primary antibodies. Aortae from angiotensin II (AngII) and vehicle (NaCl) treated mice (3 weeks) were used for western blotting. Fryl was measured using two different primary antibodies as indicated.

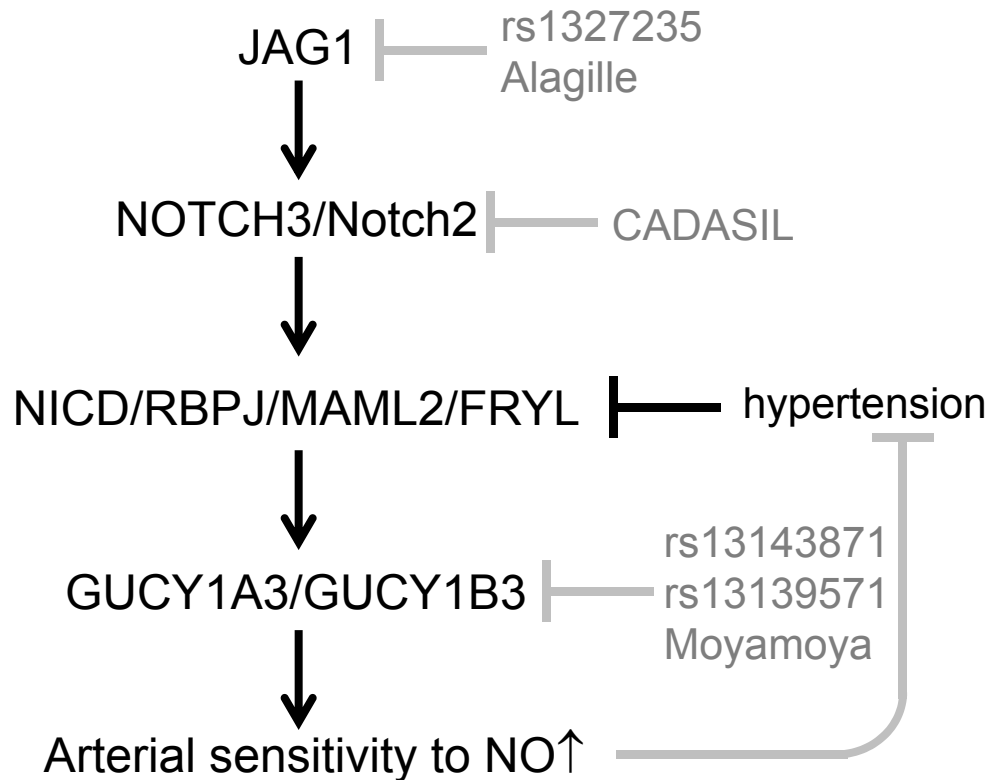

S3. Model outlining the signaling pathway suggested. Polymorphisms associated with hypertension may feed into this pathway, as does hypertension itself via reduced Maml2/Fryl expression. Connections in gray require further direct validation. For example, whether CADASIL mutations are loss of function mutations or gain of toxic function mutations is debated.

How the deposited data were processed for this re-analysis (not part of the article)

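RNA from the aorta of 7 vehicle-infused and 8 AngII-infused mice was measured on Affymetrix arrays, 1 per mouse. The authors processed the arrays by robust multiarray analysis (background correction, normalization between arrays, summary per probe set) in Expression Console and deposited log2 intensities, 1 column per mouse. Every column was used. Versions of the array library and a filter on probe sets are not given in the sources used here. Probe sets were named through the platform annotation, and gene symbols were matched by gene ID to a RefSeq table of the GRCm38.p6 assembly. It held the gene ID of 13355 of the 13403 probe sets with 1 symbol. That table served for names and neighbouring genes only. The subunits keep the paper's symbols Gucy1a3 and Gucy1b3.

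From the deposited log2 values, AngII was compared with vehicle in all 15095 probe sets with limma 3.58.1 in R 4.3.3 (lmFit and eBayes, group as the only term), with Benjamini-Hochberg adjustment and a threshold of 0.05. Single genes were tested beside it with an exact permutation test of the group means over all 6435 splits, without regard to sign. Correlations were tested by exact pairings within a group and by 100000 resamples over all arrays, and the 12 relations of each coefficient were adjusted together. SAM was programmed for this work with 100 permutations. The fits were tested on simulated arrays of 15095 probe sets with independent noise in each probe set, in which limma recovered 100% of the probe sets changed by 1.5 on the log2 scale. Of limma's 200 calls there, 17 were false. Figures were drawn with matplotlib 3.10.9 in Python 3.11.15.

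The genes named in the text were set by a rule fixed, like the gene lists and the first set of alternatives, before the data were examined. They are the genes the paper names as measured on the arrays, the 10 largest and 10 smallest log2 fold changes among called probe sets with 1 symbol of the platform annotation, and up to 4 called members per list. This gives 78 genes, and the values of those in the paper's figures had been seen there. Rbpj, Acta2, Myh11, Adipoq, Ucp1 and Entpd1 stand outside the rule and were named after their values were seen. The 26 lists were cGMP signalling, Notch ligands, receptors and cofactors, Notch target genes, extracellular matrix, contractile smooth muscle, smooth muscle ion channels and calcium handling, vasoactive receptors and the renin-angiotensin system, macrophage markers, MHC class II, lymphocyte markers, chemokines, cytokines and adhesion molecules, the TGF-beta pathway, osteochondrogenic and tendon genes, the cell cycle, NADPH oxidase and antioxidant genes, the unfolded protein response, markers of endothelium, adventitial fibroblasts, adipocytes, skeletal muscle, cardiac muscle, erythroid cells and Schwann cells, the circadian clock, immediate early genes and sex-linked genes. Lists were tested with limma's camera at a preset correlation of 0.01, with camera at an estimated correlation, and with fry.

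The alternatives were SAM, the methods' t-test, eBayes with trend and robust options, array weights, a further quantile normalization, centring on array medians, the brighter part of the probe sets, the naming series as a block or alone, the replicate number as a block, the mean over a gene's probe sets, and each array left out in turn. The adipocyte mean as a covariate, the omission of the 3 arrays that correlated least with the others, and the correlations within series A and within the groups of series B were added after the values were seen. Some genes of the paper's figures are not reported here. The qRT-PCR, western blot, cell culture and myography data were not analysed here, and the motif enrichment was not repeated.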

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

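The tests of smooth muscle and fat content and those of the correlations with Gucy1b3 were chosen after the results they concern had been seen, and the others had been set before.

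The number of changed probe sets, 805 in limma, is the first pattern. When the 15 arrays were split into 7 and 8 in other ways, 1 of 100 splits, the real one, gave as many, and the highest other split gave 5, which argues against chance as the source of this number. The 100 splits are a part of the 6435 possible ones and took no account of the naming series. Other splits mix vehicle and AngII arrays, so the group difference adds to their spread and lowers their counts. Fat differed between the arrays, and with the adipocyte mean as a covariate a share of 0.514 of the called probe sets stayed called, which argues against fat as the whole cause. That share lies barely above the bound of 0.5, which was written after the 433 calls with the covariate were known, so fat may account for part of the number, although the called changes kept their sign in 100% and had a median ratio of 0.893 with over without the covariate. The naming series differ (461 probe sets, 2431 at an unadjusted p under 0.05) but show no interaction with the treatment that limma called (0 probe sets, 965 at an unadjusted p under 0.05; no other tool was run), and an effect of AngII itself stays open as a hypothesis.

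The lower Gucy1a3 and Gucy1b3 are the second pattern, for which a smaller share of smooth muscle RNA was tested. Against the mean of the contractile genes within each array, Gucy1a3 was lower by -0.635 and Gucy1b3 by -0.481 on the log2 scale (exact permutation test, p = 0.000311 and 0.000777). With that mean as a covariate the log2 fold change of Gucy1a3 went from -0.90 (standard error 0.15) to -0.564 (0.112) and that of Gucy1b3 from -0.74 (0.154) to -0.374 (0.0967), and the interval lay below 0 for both (-0.801 to -0.327 and -0.579 to -0.168), which argues against a smaller muscle share as the whole cause. The limma call of Gucy1b3 over all probe sets ended there (adjusted p = 0.0988). As both changes shrank, part of each may follow the contractile genes, and strong contractile signals may be compressed on the arrays, which was not tested. The median log2 fold change was 0.555 for macrophage, 0.122 for endothelial and 0.0737 for adventitial markers, which a smaller muscle share alone would raise alike. From these arrays alone, regulation of the subunits by AngII remains a hypothesis. The paper also reports lower subunits by qRT-PCR and western blot, weaker GUCY1B3 staining in the media and weaker relaxation by an activator of the cyclase. Those data were not analysed here.

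The correlations of Fryl and Maml2 with the subunits within the groups are the third pattern. A share of 0.0152 of all genes correlated with Gucy1a3 over the residuals at least as strongly as Fryl did and 0.0353 as Maml2 did, and 0.0474 correlated with Gucy1b3 as strongly as Fryl did, all between the bounds of 0.01 and 0.05, so for these pairs a shared axis of the arrays and a particular relation cannot be told apart, while for Maml2 with Gucy1b3 the share was 0.0655, which a shared axis would give. The strongest axis of the residuals of all probe sets (the first principal component) held 34.1% of their variance. Its correlation with the adipocyte mean within the groups was 0.966 in size. With the adipocyte mean removed too, r with Gucy1a3 was 0.726 for Fryl and 0.553 for Maml2, and r with Gucy1b3 was 0.599 and 0.459. With both the contractile and the adipocyte mean removed, the correlation of Fryl with Gucy1a3 was 0.622 (permutation p = 0.0141). That p is unadjusted over the relations tested, and the permutation took no account of the fitted covariates, so it is too small. The value cannot settle whether muscle and fat content are the whole source of that relation. The correlation was 0.409 for Fryl with Gucy1b3 (permutation p = 0.128), 0.15 for Maml2 with Gucy1a3 (permutation p = 0.594) and -0.253 for Maml2 with Gucy1b3 (permutation p = 0.377), and differing amounts of muscle and fat are a candidate explanation for these relations. No test on these arrays separates an action of the coactivators on the subunits from a common regulator, so neither was tested here. The paper reports that viral overexpression of MAML2 or of a FRYL fragment raised both subunit mRNAs in human coronary artery smooth muscle cells. In parotid adenocarcinoma cells with MAML2 knocked down, it shows lower GUCY1A3 and a smaller effect on GUCY1B3. On western blots of AngII-infused aortae, it shows lower FRYL and MAML2. Those data were not analysed here.

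Single arrays that lay far from the rest of their group were found in 11 of 156 groups tested, and chance gives about 1 in 20. The gap to the nearest array, as a share of the group's range, was 0.566 for Thbs1, 0.645 for Mki67, 0.717 for Ccna2 and 0.539 for Ncf1, each with AngII 8 highest. With AngII 6 lowest it was 0.579 for Igfbp2, 0.599 for Acan and 0.652 for Srpx2, and with AngII 6 highest it was 0.697 for Mamld1. It was 0.574 for Comp with vehicle 6 highest, 0.588 for Hey2 with vehicle 1 lowest and 0.639 for Kctd16 with vehicle 5 highest. AngII 6 lay within the range of the vehicle arrays for Igfbp2, Olfr224, Kcnip4, Kctd16, 2900055J20Rik and Gucy1b3. For Thbs1, H2-Ab1 and Mpeg1 it lay above every vehicle array, so this array showed only part of the changes. Without AngII 6 limma called 1198 probe sets. The cause was not tested.

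Some genes and lists that the paper does not discuss changed in limma's test. The log2 fold changes were 1.24 for Comp, -0.959 for Napepld and -0.984 for Unc5c, and that of 2900055J20Rik, a synonym of the Kctd16 of Fig. 1B, was -1.45. The limma call of Napepld ended (adjusted p from 0.0522 to 0.0804) when vehicle 2, 3, 4 or 5 or AngII 1, 5, 7 or 8 was left out, and with the adipocyte mean as a covariate (adjusted p = 0.0726). The median log2 fold change of lists that camera called was -0.286 for smooth muscle ion channels and calcium handling, 0.555 for macrophage markers, 1.17 for MHC class II, 0.543 for chemokines, cytokines and adhesion molecules, 0.138 for the TGF-beta pathway, 0.614 for osteochondrogenic and tendon genes and 0.207 for the cell cycle, and none of these calls held with an estimated correlation. Limma's fry, which tests a list against no change, called each of these lists (adjusted p from 0.00141 to 0.0258).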

How the results depend on the processing

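The adipocyte covariate, the omission of the 3 arrays that correlated least with the others, and the correlations within series A and within the groups of series B were chosen after the values were seen, and the other alternatives had been planned. SAM at Q = 0 gave 227 probe sets (127 higher, 100 lower), the methods' t-test at P under 0.05 gave 3254 (1345 and 1909) and after Benjamini-Hochberg 496 (219 and 277), and limma at an adjusted p under 0.01 gave 126 (67 and 59). Limma gave 1272 with array weights (557 and 715), 496 in the brighter part of the probe sets (200 higher), 373 in naming series B alone (207 and 166) and 8 in series A alone (7 and 1). It gave 433 with the adipocyte covariate (224 and 209) and 531 without the 3 arrays (267 lower). With 1 array left out the number lay between 344 (170 and 174, without vehicle 5) and 1198 (509 and 689, without AngII 6), with 406 without vehicle 2, 477 without vehicle 4 or 7, 488 without AngII 5 and 531 without AngII 7 (263 lower without AngII 8). Of the 805 probe sets, 277 were also called in series B and 414 with the adipocyte covariate. With the replicate number as a replicate block limma called 191 (110 and 81), of which 185 were among the 805, and Gucy1b3 had -0.6871 (adjusted p = 0.0713). The labels do not say whether these numbers pair mice. Deviations from the group means correlated at r from -0.456 to 0.416 between vehicle and AngII arrays of the same number. AngII 8 has no vehicle array of its number, so it adds nothing to that comparison. In series A alone Gucy1a3 had -0.7046, Gucy1b3 -0.4105 and Fryl -0.5254 on the log2 scale, none called there. Maml2 passed with the methods' t-test (-0.3065), with array weights (-0.3183) and without vehicle 1 (-0.3771), other single omissions gave up to -0.2555, and with the adipocyte covariate it had -0.1944 (adjusted p = 0.142 from limma). Within the AngII arrays, rho of Fryl with Gucy1a3 and Gucy1b3 was 0.7143 and 0.619 after a further quantile normalization, the latter 0.6667 after median centring, and without the 2 farthest arrays the values were 0.7143 and 0.3714 for Fryl and 0.8286 and 0.6 for Maml2. In naming series A rho of Maml2 with either subunit was 0.3, and in the AngII arrays of series B rho of Gucy1a3 with either coactivator was 0.9. Over single omissions rho in the AngII arrays lay between 0.75 and 0.9286 and between 0.6071 and 0.8929 for Fryl, and between 0.75 and 0.9643 for Maml2 with Gucy1b3, and rho of Fryl in the vehicle arrays between 0.6571 and 1. Genes that limma did not call changed sign in some settings: Dll4 (-0.2612), Notch4 (-0.03022), Notch1 (-0.118), Gapdh (-0.06767), Actb (0.06406) and Heyl (0.04134) in series A, and Inhba (-0.06924), Maml1 (-0.06216) and Hey1 (-0.03244) in series B. So did Hey1 with array weights (-0.01975), with the replicate block (-0.009778) and without the 3 arrays (-0.06335), Notch1 with array weights (-0.04813) and without the 3 arrays (-0.06803), and Gapdh after quantile normalization (-0.01824, or -1.26%) and with the adipocyte covariate (-0.06491). Single omissions gave -0.001291 to 0.1009 for Notch4, -0.01111 to 0.0669 for Maml1, -0.01516 to 0.08183 for Gapdh, -0.04044 to 0.04904 for Hey1 and -0.08146 to 0.05988 for Notch1. Lists not called by camera changed direction with the adipocyte covariate (adjusted p = 0.986 for Notch targets, immediate early and sex-linked genes, 0.838 for cardiac markers), and the erythroid marker did so with fry (0.95), with the replicate block (0.773) and without the 3 arrays (0.542). The cause of these differences was not tested.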

Differences from the paper's values

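All but 1 of the alternatives named in this part had been planned. The paper gives 235 genes at Q = 0 from SAM, and limma at an adjusted p under 0.05 gave 805 probe sets with 725 gene symbols, another statistic and threshold. SAM at Q = 0 gave 227 probe sets with 207 gene symbols here. The paper's Q values are set beside limma's adjusted p in percent, which is another quantity. They are 2.6 against 9.784 for Maml2 (3.029 with SAM), 11 against 30.67 for Hsp90aa1 (15.22 with SAM), 51 against 90.6 for Gapdh (100 with SAM, 60.94 with array weights) and 35 against 64.4 for Actb (34.99 with SAM). The paper gives the value of 11 for Hsp90 without naming the gene, so it may belong to another Hsp90 gene. The paper's P of the change is 1.4e-05 for Fryl and 0.02 for Maml2, and limma gave 3.628e-06 and 0.009518, while the methods' t-test gave 1.546e-05 and 0.01557.

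The legend of Fig. 3 gives 1 Spearman P per subunit and group and does not name the coactivator, so each was set beside both. For Gucy1a3 in the AngII arrays the paper's P is 0.005, and the exact permutation test gave 0.00456 with Maml2 and 0.01538 with Fryl. For Gucy1b3 there it is 0.015, against exact p values of 0.0154 with Maml2 and 0.04583 with Fryl. In the vehicle arrays it is 0.06 for Gucy1a3, against exact p values of 0.048 with Fryl and 0.2357 with Maml2, and 0.24 for Gucy1b3, against 0.236 with Maml2 and 0.04802 with Fryl. In the AngII arrays of series B, an alternative chosen after seeing the values, the exact p of Gucy1b3 with Fryl was 0.0167. Without AngII 1 the exact p with Fryl was 0.006746 for Gucy1a3 and 0.0123 for Gucy1b3 in the AngII arrays, and without vehicle 1, 2 or 5 it was 0.175 for Gucy1b3 in the vehicle arrays. Over the alternatives the exact p of Gucy1a3 with Maml2 in the vehicle arrays lay between 0.0123 and 0.6833.

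The paper states that Maml2 is reduced and counts Myom1 among the mRNAs changed at Q = 0, and limma called neither over all probe sets (adjusted p = 0.0978 and 0.0638). The paper also reports lower MAML2 protein and a difference in MYOM1 protein on western blots, which were not analysed here. Maml2 passed with the methods' t-test, with array weights and without vehicle 1. Myom1 passed with array weights (adjusted p = 0.0347 from limma), with the naming series as a block (0.0397), in series B alone (0.044) and without vehicle 1, AngII 2 or AngII 6. The paper places its qRT-PCR genes among those at Q = 0, and SAM at Q = 0 called 8 of the 13 analysed here (q of 1.51% for Myom1).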

Other observations

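The adipocyte covariate, the correlations between list means and those of Gucy1a3 with single genes were chosen after the values were seen, and the other tests in this part had been set before.

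Many macrophage markers and some genes of MHC class II and of chemokines were higher in AngII-infused aortae, while none of the 3 measured lymphocyte markers passed the test. Of 21 measured macrophage markers, 15 were higher and none was lower at an adjusted p under 0.05 from limma (20 higher when adjusted over the list alone). Examples are Mpeg1, Ctss, a lysosomal protease, with a log2 fold change of 1.12, Ms4a7 with 0.79 and C1qb, a complement component, with 0.78. The list stood above the other genes at the preset correlation (limma's camera, adjusted p = 2.09e-16), but not with an estimated one (adjusted p = 0.167). Of 5 measured MHC class II genes, 3 were higher (5 when adjusted over the list alone; camera, adjusted p = 4.82e-06; adjusted p = 0.167 with an estimated correlation), H2-Ab1, H2-Aa and H2-Eb1, the last with 1.17. Of 13 chemokines, cytokines and adhesion molecules, 3 were higher (10 when adjusted over the list alone; camera, adjusted p = 1.63e-07; adjusted p = 0.167 with an estimated correlation), Ccl8, Ccl9 with 0.89 and Cxcl16 with 0.54. The paper's figures show 2, 2 and 1 members of these lists from the same arrays, which are not independent evidence. The higher macrophage markers numbered 6 without vehicle 5 and 7 without vehicle 7 or AngII 5. The limma calls of Ctss (without vehicle 2, 5 or 7 or AngII 5, adjusted p from 0.0515 to 0.0622), of Ms4a7 (without vehicle 5 or 7 or AngII 5, adjusted p from 0.0515 to 0.0622) and of C1qb (without vehicle 4, 5, 6 or 7 or AngII 3, 5 or 8, adjusted p from 0.0546 to 0.0821) ended, and without AngII 2 the higher chemokine genes numbered 7. With the adipocyte mean as a covariate these 3 calls ended too, at 0.97, 0.66 and 0.61 (adjusted p = 0.0566, 0.0528 and 0.0601 from limma), and in naming series B that of Ms4a7 ended at 0.96 (adjusted p = 0.068). With the group means removed, the macrophage mean went with the adipocyte mean (r = 0.579, permutation p = 0.024) and against the contractile mean (r = -0.793, permutation p = 4e-04).

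Of 10 measured osteochondrogenic and tendon genes, 4 were higher and none was lower at an adjusted p under 0.05 from limma (6 higher when adjusted over the list alone; camera, adjusted p = 0.000134; adjusted p = 0.153 with an estimated correlation). They are Comp, Scx, a transcription factor of tendon cells, with a log2 fold change of 1.03, Tnmd and Acan, the main cartilage proteoglycan, with 0.89. Tnmd is shown in the paper's figures from these arrays, and Comp and Acan also stand in the matrix list, so they are not separate evidence. Of 12 cell cycle genes, Mki67 was higher with 0.81 and Ccna2 with 0.56 (3 when adjusted over the list alone; camera, adjusted p = 6.22e-05; adjusted p = 0.167 with an estimated correlation). Of 13 genes of NADPH oxidase and antioxidant defence, Cybb was higher with 0.77 and Ncf1 with 0.50, both subunits of the phagocyte oxidase (3 when adjusted over the list alone; camera, adjusted p = 0.0108; adjusted p = 0.303 with an estimated correlation). Of 9 markers of adventitial fibroblasts, Thy1 was higher with 0.58 (1 when adjusted over the list alone; camera, adjusted p = 0.17; adjusted p = 0.579 with an estimated correlation). When single arrays were left out, the limma calls of Acan ended in 9 of 15 omissions (all but vehicle 1, 2 and 3 and AngII 2, 3 and 6; adjusted p from 0.0514 to 0.0613), of Ccna2 in 8 (vehicle 2, 3, 4, 5 and 7 and AngII 2, 5 and 7; 0.0509 to 0.0866), of Cybb in 2 (vehicle 5 and 7; 0.0519 to 0.0592) and of Thy1 in 9 (vehicle 2, 3, 4, 5 and 7 and AngII 1, 2, 3 and 8; 0.0507 to 0.0942). With the adipocyte mean as a covariate the limma calls of Acan (0.79), Ccna2 (0.55), Cybb (0.66) and Thy1 (0.53) ended (adjusted p = 0.0675, 0.0691, 0.052 and 0.0843), and in naming series B those of Acan (0.86), Mki67 (0.79), Ccna2 (0.59) and Thy1 (0.41) ended (adjusted p = 0.144, 0.0913, 0.118 and 0.159). Over the list alone, the higher cell cycle genes numbered 6 without AngII 5 and 5 without AngII 6, the higher oxidase and antioxidant genes 5 without vehicle 1 (with 2 lower there and 1 lower without AngII 2, 4 or 6), and the higher adventitial markers 2 without vehicle 6.

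Limma called no member of the other lists with all arrays. With 1 array left out it called 1 endothelial marker as higher (without vehicle 3 or AngII 1), 1 vasoactive gene as higher (without AngII 6), 1 adipocyte marker as lower (without AngII 1) and 1 immediate early gene as lower (without vehicle 1), and over the list alone 2 endothelial markers and 1 Schwann cell marker were higher without vehicle 1. For the 12 adipocyte markers, which include Ucp1 and Adipoq, camera gave an adjusted p of 0.0349 (0.579 with an estimated correlation), with a median log2 fold change of 0.605. Camera's adjusted p was 0.365 for the 13 vasoactive genes, 0.102 for the 3 measured lymphocyte markers, 0.0887 for the 15 genes of the unfolded protein response, 0.0887 for the 14 endothelial markers and 0.0711 for the 5 skeletal muscle markers. It was 0.827 for the 4 cardiac markers, 0.976 for the 1 measured erythroid marker, 0.17 for the 2 Schwann cell markers, 0.706 for the 14 clock genes, 0.519 for the 15 immediate early genes and 0.77 for the 3 sex-linked genes. Over all lists camera called 12 of 26, fry called 10, and camera called none with an estimated correlation. Fry's adjusted p was 0.00708 for macrophage markers, 0.00679 for MHC class II and 0.0133 for chemokines, cytokines and adhesion molecules. It was 0.00141 for osteochondrogenic and tendon genes, 0.0138 for the cell cycle and 0.0225 for the TGF-beta pathway. Of the lists that camera called, fry did not call the contractile (0.0562), oxidase and antioxidant (0.0562) and adipocyte (0.426) lists.

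The residuals of Gucy1a3 after the group means correlated at r = 0.931 with Hey2, 0.934 with Entpd1, 0.906 with Abcc9 and 0.861 with Itga8, at 0.784 with Acta2 and 0.702 with Myh11, and at 0.432 with Maml1, 0.386 with Jag1, 0.276 with Notch2 and -0.127 with Notch3. For the lower Casq1 and Myom1, a smaller amount of skeletal muscle carried along with the aorta was considered. The 5 measured markers of skeletal muscle had a median log2 fold change of 0.322, but lay too low to fall by as much as Casq1 did. Their change is therefore no test. Their vehicle signals were 5.80 to 6.49, near the lowest mean of a probe set, 5.40, beside 9.61 for Casq1 and 10.77 for Myom1. Muscle carried along would bring its markers too. These levels, compared after the values were seen, argue against such muscle as the main source of the Casq1 and Myom1 signals, although probe sets differ in response.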
